# Exosomal miR‐128‐3p reversed fibrinogen‐mediated inhibition of oligodendrocyte progenitor cell differentiation and remyelination after cerebral ischemia

**DOI:** 10.1111/cns.14113

**Published:** 2023-02-08

**Authors:** Huiqing Hou, Yafei Wang, Lan Yang, Yongjun Wang

**Keywords:** exosome, fibrinogen, microRNA, oligodendrocyte progenitor cell, stroke

## Abstract

**Aims:**

To investigate the role of exosomal miR‐128‐3p in promoting fibrinogen‐mediated inhibition of oligodendrocyte progenitor cell (OPC) differentiation and the therapeutic potential of exosomal miR‐128‐3p in cerebral ischemia.

**Methods:**

Mouse models of middle cerebral artery occlusion (MCAO) were established as described previously. MCAO was treated with fibrinogen and exosomes by stereotactically injecting into the left stratum. Mouse cortical OPCs were used for mRNA and miRNA sequencing analysis. Exosomes were isolated from neural stem cells (NSCs) of mice.

**Results:**

Fibrinogen deposition suppressed remyelination after MCAO and inhibited OPC differentiation by activating ACVR1, the bone morphogenetic protein (BMP) signaling type I receptor. In vitro, miR‐sequencing and verification studies revealed that miR‐128‐3p is associated with BMP signaling mediated by ACVR1. Additionally, transfer of NSC‐derived exosomal miR‐128‐3p to OPCs significantly increased myelin basic protein expression and inhibited BMP signaling. Furthermore, NSC‐derived exosomal miR‐128‐3p protected against fibrinogen‐induced demyelination related to BMP signaling, reduced the infarct volume, and improved neurological function after MCAO.

**Conclusions:**

Fibrinogen deposition inhibits remyelination after ischemic damage and NSC‐derived exosomal miR‐128‐3p promotes OPC differentiation into OLs by suppressing BMP signaling, indicating that NSC‐derived exosomal miR‐128‐3p represents a potential therapeutic target for ischemic stroke.

## 1 INTRODUCTION

Fibrinogen is a multifunctional macromolecular protein that could inhibit the repair of brain tissue after vascular damage in addition to promoting coagulation and inflammation.^1^ We recently demonstrated that high fibrinogen levels are associated with poor functional outcome or dependence in ischemic stroke.^2^ Previous studies have also indicated that prevention of fibrinogen deposition is associated with alleviation of infarction and brain edema in stroke models.^3^ However, the underlying molecular mechanism of fibrinogen is unknown. Recent studies have proven that sudden damage to the blood–brain barrier initiates the deposition of fibrinogen in the central nervous system, which can promote astrogenesis and scar formation after cortical injury.^4^, ^5^ Additionally, fibrinogen activates bone morphogenetic protein (BMP) signaling in oligodendrocyte progenitor cell (OPC) and subsequently impedes remyelination.^6^ Importantly, these results reveal that fibrinogen plays a critical role in the inhibition of tissue repair in the central nervous system.^1^

Emerging studies have highlighted that exosomes, as important mediators of intercellular communication, may transfer microRNAs (miRNAs) to target specific cells and modify their functions through cellular pathways.^7^, ^8^ Because the administration of mesenchymal stromal cells (MSC) and that of MSC‐derived exosomes provide equal therapeutic benefits,^9^ exosomes harvested from MSCs have attracted special attention, and their ability to enhance recovery after stroke has been investigated.^10^, ^11^ In addition, exosomes derived from NSCs can also induce brain remodelling^12^ and improve function in a porcine model of ischemic stroke.^13^ Specifically, it has been reported that elevation of miRNA levels in MSC‐derived exosomes promotes axonal growth via regulation of the protein phosphatase and tensin homologue signaling pathway.^14^ Therefore, NSC‐derived exosomes might transfer miRNAs to OPCs, promoting oligodendrocyte (OL) maturation and leading to remyelination after ischemic damage.

Although exosome‐mediated delivery of miRNAs to target cells has been identified as a critical therapeutic strategy for improving neurological functional outcomes in stroke model,^11^, ^15^, ^16^ the mechanism of exosomal miRNA‐mediated OPC differentiation after ischemic stroke remains unknown. In addition, fibrinogen inhibits OPC differentiation and is associated with increased BMP signaling at sites of increased the blood–brain barrier permeability in multiple sclerosis.^6^ Considering the similarity of the blood–brain barrier damage in multiple sclerosis and stroke, miRNA transfection may facilitate OPC differentiation into OLs and accelerate neurorestoration by inhibiting BMP signaling after ischemia.

These findings suggest that fibrinogen may also act as an antagonist after ischemia and that the mechanism of OPC differentiation may be similar in multiple sclerosis and after ischemia. However, the critical role of miRNAs in OPCs and the effect of NSC‐derived exosome transfection after ischemia are largely unknown. In the present study, we assessed whether fibrinogen deposition inhibits remyelination through the BMP signaling after middle cerebral artery occlusion (MCAO). In addition, we performed comprehensive miRNA profiling of OPCs by miRNA‐sequencing analysis and identified that miR‐128‐3p is associated with the impairment of OPC maturation by fibrinogen. Furthermore, we performed in vitro experiments with cultured OPCs to determine the mechanisms involved in the promotion effect of NSC‐derived exosomal miR‐128‐3p transfection on OPC differentiation and evaluate the effect of NSC‐derived exosomal miR‐128‐3p in an MCAO model.

## 2 MATERIALS AND METHODS

### 2.1 Animals

C57BL/6 mice (male, 8–10 weeks) were purchased from Vital River (Beijing, China) and used in this study. The mice were maintained at 22 ± 0.5°C on a 12 h dark/light cycle and provided free access to standard chow and drinking water. Animals were excluded as previously described^17^: the neurological score was no visible neurological deficits or only forelimb flexion, *a* ≤ 75% CBF reduction or ≥60% CBF reperfusion over baseline levels, the histological change was not significant, or more than 20% weight loss. Considering mouse mortality and exclusion, more mice were added to ensure sufficient numbers in the process of experiment.

Mice were randomly divided into six groups: control, MCAO, MCAO + Fibrinogen, MCAO + Ancrod, MCAO + EXO‐miR‐NC, and MCAO + EXO‐miR‐128‐3P. Animals were assigned randomly to each group. All animal studies were approved by the Institutional Animal Care and Use Committee of Beijing Tiantan Hospital and carried out according to the international and national law and policies (ARRIVE guidelines and the Basel Declaration including the 3Rs concept).^18^

### 2.2 Establishment of an MCAO model

A total of 102 mice were subjected to transient focal cerebral ischemia induced by MCAO as previously described.^19^ During surgery, anesthesia was maintained with isoflurane. The left internal carotid was exposed, and a silicone‐coated filament was inserted and advanced through the incised left internal carotid artery until the origin of the middle cerebral artery was blocked. After occlusion for 60 min, the filament was withdrawn to allow reperfusion. Sham‐operated mice underwent the same surgery without MCAO. The mice were sacrificed at 3, 7, and 28 days for further analysis.

Neurological function was evaluated by mNSS assessment, the adhesion removal test, and the rotarod test as described previously.^17^, ^20^ All mice underwent the three neurobehavioral tests at different time points (3, 7, 10, 14, 21, and 28 days) after ischemia and were performed by investigators blinded to the experimental conditions.

### 2.3 Systemic fibrinogen depletion

To investigate fibrinogen deposition and to analyze the effect of fibrinogen on OPC differentiation and remyelination after ischemic damage, fibrinogen was depleted with ancrod.^21^ Ancrod (2 mg, Sigma, California, USA) or control buffer was administered to mice every day via mini‐osmotic pumps (0.5 μL/h) implanted subcutaneously in their backs.^4^

### 2.4 Stereotactic injection and administration pharmacologic inhibitors

To investigate the direct effect of fibrinogen on OPC differentiation and remyelination, mice were anesthetized, and fibrinogen was stereotactically injected into the left stratum 24 h before MCAO as described previously.^22^, ^23^ Fibrinogen (Sigma, California, USA) or albumin (Sigma, California, USA) was dissolved in endotoxin‐free distilled water and diluted to 5 mg/mL with NaCl. Fibrinogen (1 μL of 5 mg/mL) or albumin was slowly injected (0.2 μL/min) with a 10‐μL Hamilton syringe. To analyze the effect of NSC‐derived exosomal miRNAs on MCAO, exosomes (5 μL) were injected into the left stratum in the same way as fibrinogen. To study the effect of BMP signaling inhibition, cultured OPCs were treated with 1 μM DMH1 (Sigma‐Aldrich, MI, USA) before fibrinogen treatment.

### 2.5 Immunofluorescence staining

At different time points after MCAO, mice were deeply anesthetized with pentobarbital sodium and sacrificed by transcardial perfusion with ice‐cold phosphate buffered saline (PBS, pH 7.4) followed by 4% paraformaldehyde in PBS. Coronal sections (25 μm) were taken from the region −1.70 to −2.18 mm relative to Bregma.^24^ After dehydration, the paraffin‐embedded brain sections were washed with PBS and subjected to antigen retrieval with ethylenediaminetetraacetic acid buffer in a microwave. The slices were then permeabilized with 0.3% (v/v) Triton X‐100 in PBS for 20 min, blocked with 5% bovine serum albumin for 20 min, and incubated with primary antibodies against fibrinogen (1:100, Novus, NBP2‐80414), glial fibrillary acidic protein (GFAP; 1:4000, Abcam, Ab4648), ionized calcium binding adapter molecule 1 (Iba1; 1:200, Invitrogen, MA5‐27726), nestin (1:100, Invitrogen, MA1‐110), inhibitor of DNA binding 2 (Id2; 1:1000, Santa Cruz, sc‐398,104), and myelin basic protein (MBP; 1:100, Santa Cruz, sc‐271,524) overnight at 4°C. After being washed in PBS three times, the sections were incubated with FITC‐conjugated goat anti‐rabbit IgG (1:50, Aspen, AS‐1110) and CY3‐conjugated goat anti‐mouse IgG (1:50, Aspen, AS‐1111). The nuclei were counterstained with DAPI (Aspen, AS1075). The regions of interest were visualized with a laser scanning confocal microscope (Olympus IX51). The parameters of the experimental setup for each channel, including the laser power value, HV, gain, and offset were kept constant throughout the imaging process. A colocalization channel was produced for each Z‐stack, and colocalization was quantified in OlyVIA based on overlap. Images of the cortical penumbra L2/3 (−1.70 to −2.18 mm relative to Bregma) of six mice were taken within the ischemic hemispheres at 400× magnification. The mean density was estimated by the Image‐ProPlus 5.1 software.

### 2.6 Measurement of the cerebral infract volume

The brains were removed quickly to assess the infarct volume at 7 and 28 days after MCAO by 2,3,5‐triphenyltetrazolium chloride staining. The brain tissue was cut into eight coronal sections (1 mm thick), which were stained with 2% 2,3,5‐triphenyltetrazolium chloride solution at 37°C for 15 min and fixed with 4% paraformaldehyde. The infarct volume was determined using ImageJ software and calculated with the formula^25^: hemisphere lesion volume (%) = [total infarct volume‐(ipsilateral hemisphere volume – contralateral hemisphere volume)]/contralateral hemisphere volume × 100%.

### 2.7 Enzyme‐linked immunosorbent assay

Brain tissues were cultured with 10 μg/mL MOG35‐55 in RPMI 1640 medium containing 10% fetal bovine serum (FBS) (v/v). The fibrinogen concentration was measured by quantitative enzyme‐linked immunosorbent assay according to the manufacturer's recommendations (ELK Biotechnology, Wuhan, China).

### 2.8 Western blotting

Proteins were extracted from brain tissues and culture OPCs. The protein concentration was measured using a BCA protein assay reagent kit (Aspen, AS1086). As previously described,^17^ the protein lysates were separated by 4–12% Bis‐Tris sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS‐PAGE; Aspen, AS1012) and transferred to polyvinylidene fluoride (PVDF; Millipore, IPVH00010) membranes. Nonspecific binding sites were blocked by incubation in 5% nonfat dry milk in TBST buffer (20 mmoL/L Tris–HCl, 150 mmoL/L NaCl, and 0.05% Tween 20 (pH 7.5)) for 1 h. The membranes were then incubated at 4°C for 12 h with the following primary antibodies: rabbit anti‐Lef1 (1:1000; Proteintech, 14972‐1‐AP), rabbit anti‐P‐Smad1/5 (1:1000; Cell Signaling Technology, #9516), rabbit anti‐ACVR1 (1:2000; Abcam, ab155981), mouse anti‐MBP (1:1000; Santa Cruz, sc‐271524), and anti‐GAPDH (1:10000; Abcam, ab181602; as a control). After washing in TBST three times, the bound antibodies were detected by incubation with the corresponding secondary antibodies (1:10000; Aspen, AS1107) for 1 h at room temperature. The data were analyzed using an Odyssey Infrared Imaging System (LI‐COR Bioscience, Lincoln, NE, USA), and quantitative analysis was carried out using ImageJ software.

### 2.9 Primary OPC cultures

Mouse cortical OPCs were isolated as previously described with slight modifications.^26^ Briefly, the brains of C57BL/6 mouse pups (within 24 h of birth) were quickly harvested on ice. After removal of the olfactory bulb, basal nucleus, hippocampus, meninges, and blood vessels, the cerebral cortices were dissected and cut into approximately 1 mm^3^ pieces in D‐Hank's solution and then transferred to culture medium (DMEM/F12 containing 25 μg/mL insulin, 100 μg/mL Apo‐transferrin, 20 nM progesterone, 60 mM putrescine, 30 nM sodium selenite, 20 ng/mL bFGF, and 20 ng/mL EGF). The cells were gently isolated by mechanical pipetting until there were no clumps or only small clumps in the cell suspension. After centrifugation (300 g, 5 min), the supernatant was discarded and resuspended in fresh culture medium. After being passed through a 200‐mesh cell sieve, the cells were cultured in a humidified incubator at 37°C in 5% CO_2_ until they reached confluence (7–10 days). To remove microglia, glia‐containing flasks were shaken at a speed of 180 r/min for 1 h. The OPCs were then shaken at a speed of 200 r/min overnight. The OPCs were cultured in basic medium for 3 to 5 days. Half of the medium was exchanged every 2 days. After 2 weeks, the cell balls were collected by centrifugation (300 g, 5 min) and digested with 0.25% trypsin at 37°C for approximately 5 min, and then the digestion was terminated with OPC culture medium (DMEM/F12 containing 4 mM l‐glutamine, 1 mM sodium pyruvate, 0.1% bovine serum albumin, 50 μg/mL Apo‐transferrin, 5 μg/mL insulin, 30 nM sodium selenite, and 10 nM D‐biotin, 10 nM hydrocortisone, 10 ng/mL PDGF‐AA, and 10 ng/mL bFGF). To simulate the ischemia, OPCs were incubated under oxygen–glucose deprivation (OGD) conditions as described previously.^27^ To examine the role of fibrinogen in OPC maturation, primary OPCs were treated with fibrinogen at a concentration of 2.5 mg/mL or vehicle. Double immunostaining of the mature OL marker MBP was performed after treatment.

### 2.10 Isolation and enrichment of mouse NSCs

NSCs were isolated from the cortical tissues of fetal mice as described previously with slight modifications.^28^ Briefly, cortical tissues were removed from embryonic day (E) 13.5 C57BL/6 mice and quickly harvested on ice. After digestion with 0.25% trypsin‐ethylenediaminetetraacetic acid and mechanical isolation, the tissue pellet was filtered at room temperature. The cells were cultured in medium (DMEM/F12 containing 25 μg/mL insulin, 100 μg/mL Apo‐transferrin, 20 nM progesterone, 60 mM putrescine, 30 nM sodium selenite, 20 ng/mL bFGF, and 20 ng/mL EGF). Primary neurospheres were collected, centrifuged, and replated. After three rounds of neurosphere formation, enriched NSCs were harvested.

### 2.11 RNA expression

Total RNA was extracted from brain tissues or OPCs using TRIzol reagent (Invitrogen, California, USA) following previously described methods.^29^ The integrity of the RNA was confirmed by 1.5% agarose gel electrophoresis. Finally, an EnTurbo™ SYBR Green PCR SuperMix (ELK Biotechnology, Wuhan, China) was used to quantify qualified RNA concentrations through Qubit 3.0.

Total RNA (2 μg) was used for stranded RNA sequencing library preparation using the KC™ Stranded mRNA Library Prep Kit for Illumina® (Catalogue No. DR08402, Wuhan Seqhealth Co., Ltd. China) according to the manufacturer's protocol. PCR products corresponding to 200–500 bps were enriched, quantified, and finally sequenced on a HiSeq X‐10 sequencer (Illumina).

### 2.12 RNA‐Seq data analysis

Raw RNA data were mapped to the *Mus musculus* reference genome (GRCm39; ftp://ftp.ncbi.nih.gov/genomes/M‐musculus/) using STAR software (version 2.5.3a) with default parameters. Reads mapped to the exon regions of each gene were counted by featureCounts (Subread‐1.5.1; Bioconductor), and then RPKMs were calculated. After all relevant correction and normalization steps were performed, statistical tests were applied to identify differentially expressed RNAs. rMATS (version 3.2.5) was used to detect alternative splicing events with a cutoff of 0.05 and absolute value of Δψ of 0.05.

### 2.13 miRNA expression

Total RNA was extracted from OPCs using TRIzol reagent (ELK Biotechnology, EP013) as described above. Then, the total RNA was used as input for miRNA library preparation by using the KC‐Digital™ small RNA Library Prep Kit for Illumina® (Catalogue No. DR08602, Wuhan Seqhealth Co., Ltd. China) following the manufacturer's protocol. This kit is used to eliminate duplication bias in the PCR and sequencing steps. After the eluted cDNA library was separated, ~160 bp bands were isolated, purified, and quantified by Thermo Fisher Qubit 3.0 and finally sequenced on a HiSeq X‐10 sequencer (Illumina) with a PE150 model.

### 2.14 miRNA‐Seq data analysis

Raw sequencing data were first subjected to quality assessment and then filtered using the fastx toolkit (version: 0.0.13.2) to remove low‐quality sequences, and adapter sequences were trimmed by cutadapt (version: 1.15). Clean reads were further processed by in‐house scripts to eliminate duplicate bias introduced during library preparation and sequencing. The deduplicated sequences from each sample were mapped to the reference genome (GRCm39; ftp://ftp.ncbi.nih.gov/genomes/M‐musculus/) using the Bowtie (version: 1.1.2). The mirdep2 package (version: 2.0.0.8) was used to map the reads to the known major miRNAs in the miRBase database and predict new miRNAs. Differences in miRNA expression between groups were determined using the edgeR package (version: 3.12.1). A cut‐off of the *p* < 0.05 and |Log_2_Fold‐change| > 1 was used to identify miRNA with significantly differences in expression. A miR‐mRNA coexpression network was constructed by WGCNA (version: 1.61), with a correlation threshold >0.8 between miRNAs and mRNAs.

### 2.15 Quantitative real‐time PCR (qRT‐PCR) analysis

Brain tissues and cultured cells were prepared. Briefly, total RNA was digested with DNase 1. The RNA was reverse transcribed into cDNA using the M‐MLV Reverse Transcription Synthesis Kit (ELK Biotechnology, Wuhan, China), and the relative expression levels of miRNA were determined using the EntiLink™ 1st Strand cDNA Synthesis Kit (ELK Biotechnology, Wuhan, China) following the manufacturer's instructions. Relevant primers used to measure gene expression on the StepOne™ real‐time PCR system (Life Technology, CA, USA) or QuantStudio 6 Flex PCR system (Life Technology, CA, USA) are listed in Table S1. Initial incubation was performed at 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 60 s. The data were evaluated by Sequence Detection Systems software. The data were analyzed using the 2^−ΔΔCT^ method.

### 2.16 Synthesis of miR‐128‐3P mimics and cell transfection

miR‐128‐3P mimic (5’‐TCACAGTGAACCGGTCTCTTT‐3′) and miR‐NC as a negative control were synthesized by RiboBio (Guangzhou, China). NSCs/OPCs were transferred to a 24‐well culture plate containing an appropriate amount of complete medium to achieve a cell density 30%–50%. Next, NSCs/OPCs were cultured in serum‐free Opti‐MEM (Gibco, China) containing 10% FBS (Gibco, 10,099,141) and 1% penicillin/streptomycin (Gibco, 15,140,122). Then, NSCs/OPCs were transfected with 50 nmol miR‐128‐3P mimic, or negative control using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. After transfection, NSCs/OPCs were cultured in vitro at 37°C for 24 h, and the transfected NSCs/OPCs were treated with fibrinogen.

### 2.17 Isolation of exosomes

Exosomes were isolated from the culture medium of NSCs as previously described.^30^ Briefly, NSCs were plated in poly‐l‐ornithine‐coated (100 μg/mL, Sigma, P4957) dishes and cultured in NSC medium (DMEM/F12, HyClone, SH30023) for 48 h. The culture supernatant was collected, Total Exosome Isolation reagent (Invitrogen, 4,478,359) was added, and the sample was filtered through a 0.22‐μm strainer and centrifuged in a subultraspeed low‐temperature centrifuge at 100,000 g for 2 h. After that, the supernatant was discarded, and the pellets were resuspended in 1× PBS and preserved at −80°C for later use.

### 2.18 Nanosight tracking analysis

The size and concentration of exosomes were evaluated at VivaCellBiosceinces by PMX 110 ZetaView nanosight tracking analysis system (Particle Metrix, Meerbusch, Germany) and ZetaView 8.04.02 SP2 software. The polystyrene particles were used to standardize the ZetaView system.

### 2.19 Labeling of exosomes with PKH26

Cells were stained with phalloidin‐FITC (green, Yeasen, 40735ES75), and exosomes were labeled with PKH26 (red, MKBio, MX4021). A fluorescence microscope (Olympus IX51) was used to obtain the images of the PKH26‐labeled exosomes.

### 2.20 Transmission electron microscopy

Negative staining of exosome suspensions followed by transmission electron microscopy was used to determine the vesicle shape and size distribution. Aliquots of exosome suspensions were dispensed on sheets of Parafilm in a humidified petridish, and the vesicles were deposited on a carbon‐coated grid (300 mesh) for 3 min. Subsequently, the grid was negatively stained with 20 drops of filtered 1% uranyl acetate for 3 min, and the excess staining solution was blotted off. The droplets of exosomes were removed with filter paper and air‐dried at RT. The exosomes were visualized with a transmission electron microscope (JEM‐1230, JEOL).

In a subset of mice, the structure of the myelin sheath was observed at the ultrastructural level by transmission electron microscopy. Mice were deeply anesthetized and perfused with 4% paraformaldehyde and 2.5% glutaraldehyde in PBS. The harvested brain samples were placed in cold fixative solution with consisting of 2.5% glutaraldehyde in PBS (0.1 M, pH = 7.4) at 4°C for 24 h. The brains were cut into small pieces along the midline and oriented to obtain cross‐sections of the axons. After washing with PBS, the samples were postfixed in 1% osmium tetroxide solution for 1 h. The samples were then washed again using PBS. The tissues were dehydrated in a series of ascending ethanol solutions and permeated with propylene oxide. Then, the samples were embedded with pure Epon resin and incubated at 60°C for 72 h. Ultrathin serial sections of the center of the embedded blocks containing the axons were prepared using an ultramicrotome (thickness = 60 nm). The slices were then placed on a copper grid and stained with 2% uranyl acetate and lead citrate. All sections were examined under a JEM‐1230 transmission electron microscope at 80 kV.

### 2.21 Statistical analysis

The data are presented as the means ± SEM. GraphPad Prism software was used for statistical analysis. Each experiment was conducted three times independently. Differences in continuous variables with normal distributions between two experimental groups were examined by unpaired Student's *t*‐test. Statistical significance among multiple groups was tested by one‐way ANOVA with Student Newman Keuls or Dunn's *T*‐tests. Continuous variables with non‐normal distributions were analyzed by the Mann–Whitney *U* rank sum test. In all analyses, *p* < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Fibrinogen deposition in the ischemic boundary zone after ischemia

Since fibrinogen has been observed in the lesion core and subventricular zone after ischemia,^4^ we investigated fibrinogen deposition around the peri‐infarct areas. The data demonstrated that fibrinogen was deposited 1, 3, 7, and 14 days after MCAO (Figure 1A). The results revealed that fibrinogen levels were significantly increased 1, 3, and 7 days after ischemia (Figure 1B).

**FIGURE 1:**
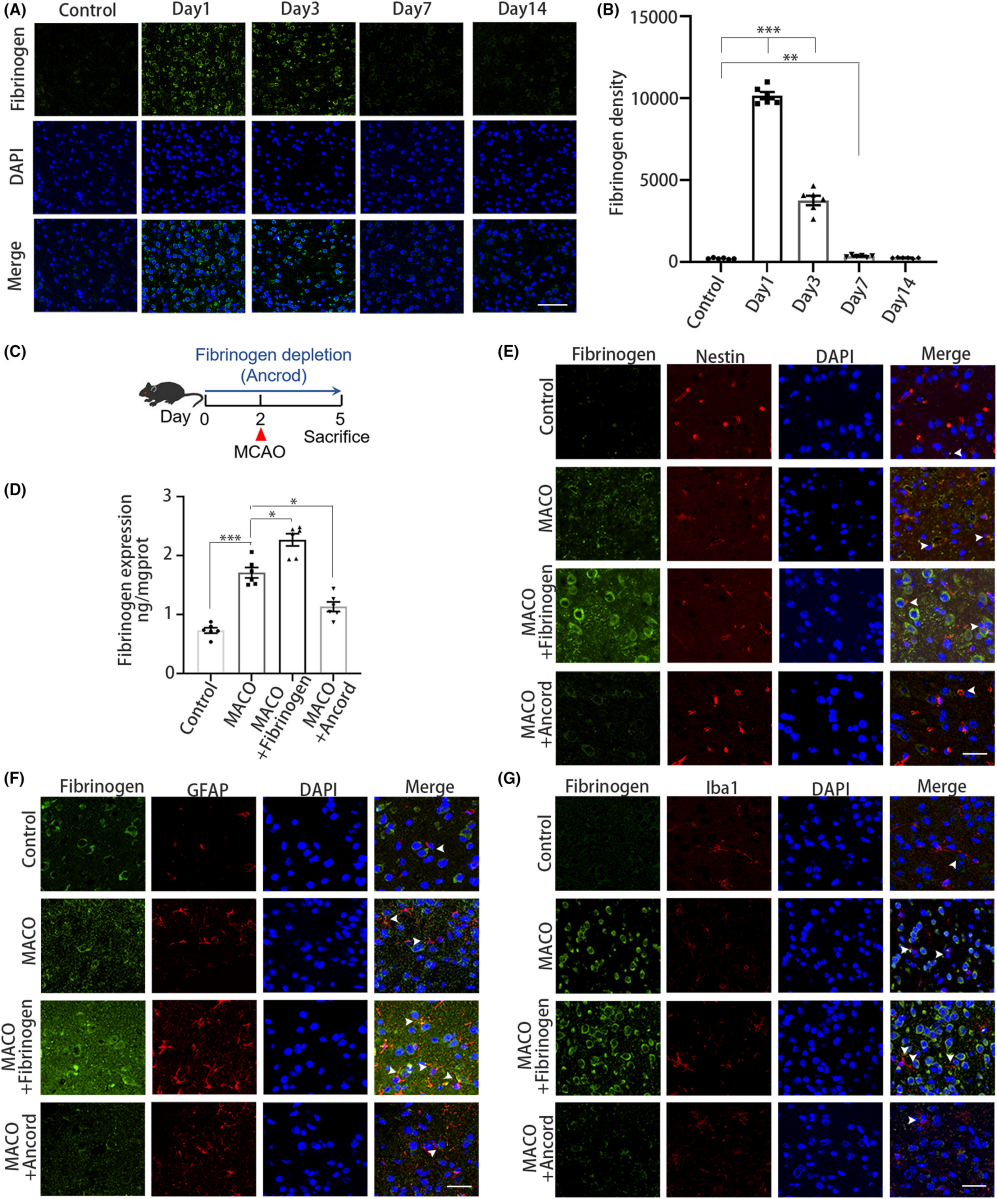
Fibrinogen deposition after ischemia. (A) Fibrinogen immunostaining (green) in the peri‐infarct areas at 1, 3, 7, and 14 days after MCAO and uninjured mice. Scale bar, 50 μm. (B) Quantification of fibrinogen immunoreactivity in the peri‐infarct areas per area. (C) Scheme illustrating MCAO on ancrod‐administered mice. (D) Enzyme‐linked immunosorbent assay quantification of fibrinogen. (E) Nestin (red) and fibrinogen (green) immunostainings in the peri‐infarct areas 3 days after MCAO. White arrowheads show the colocalization of nestin and fibrinogen. Scale bar, 25 μm. (F) GFAP (red) and fibrinogen (green) immunostainings in the peri‐infarct areas 3 days after MCAO. White arrowheads show the colocalization of GFAP and fibrinogen. Scale bar, 25 μm. (G) Iba1 (red) and fibrinogen (green) immunostainings in the peri‐infarct areas 3 days after MCAO. White arrowheads show the colocalization of Iba1 and fibrinogen. Scale bar, 25 μm. *N* = 6 mice. Data are presented as mean ± SEM, one‐way ANOVA, *p < 0.05, **p < 0.01, ***p < 0.001.

To further quantify fibrinogen expression after stroke onset, we examined fibrinogen levels at 3 days post‐ischemia. Stereotactic injection of fibrinogen resulted in a significant increase in fibrinogen levels, while fibrinogen levels were robustly reduced in the group in which fibrinogen was depleted with the pharmacologic reagent ancrod (Figure 1C, D). Fibrinogen has been shown to be a marker of the blood–brain barrier permeability,^31^ as it may regulate cell activity in the context of ischemia. To examine whether fibrinogen deposition occurs specifically after ischemia, we investigated whether fibrinogen surrounded Nestin^+^ neurons, GFAP^+^ astrocytes, and Iba1^+^ microglia after MCAO (Figure 1E–G). Stereotactic injection of fibrinogen led to increased fibrinogen deposition surrounding neurons, astrocytes, and microglia. Systemic fibrinogen depletion with ancrod led to a robust reduction in fibrinogen deposition. Overall, these results show that ischemic damage results in fibrinogen deposition into the boundary zone, potentially implying that fibrinogen overexpression might alter the brain microenvironment.

### 3.2 Fibrinogen inhibits remyelination and disrupts OPC differentiation by activating ACVR1

As fibrinogen has been shown to be necessary for OPC differentiation and myelination in demyelinating diseases,^6^, ^32^ but not after ischemic damage, we investigated fibrinogen deposition related to MBP^+^ OL distribution after ischemia. Fibrinogen and MBP double‐staining revealed that fibrinogen depletion with the pharmacologic reagent ancrod increased MBP expression after MCAO (Figure 2A–C). These results imply that fibrinogen deposition led to failure of OPCs to differentiate into OLs after MCAO. In addition, we analyzed the myelin structure in the peri‐infarct areas. Figure 2D, E shows that fibrinogen deposition impeded myelin repair at 14 days, revealing that fibrinogen overexpression resulted in the suppression of remyelination after MCAO. To evaluate the damaging impact on myelinated axons, we calculated the ratio of axon diameter to myelinated fiber diameter (*g*‐ratio). The g‐ratio was lower in the fibrinogen‐treated MCAO than that in ancrod‐treated MCAO (Figure S1). These results might indicate that fibrinogen facilitated the damaging impact on myelin and axon.

**FIGURE 2:**
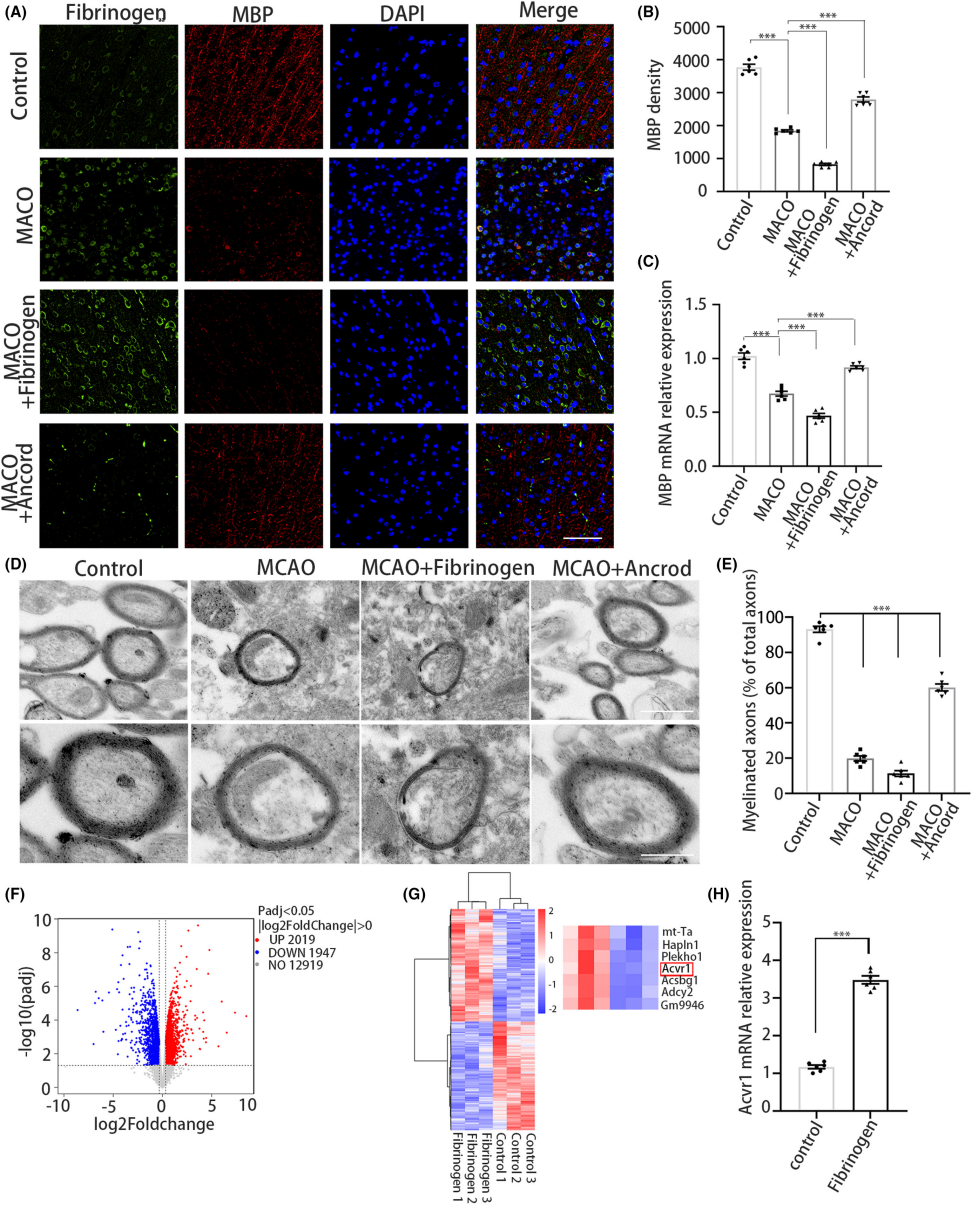
Fibrinogen inhibits remyelination after MCAO and disrupts OPC differentiation by activating ACVR1. (A) MBP (red) and fibrinogen (green) immunostaining in the peri‐infarct areas 7 days after MCAO. Scale bar, 50 μm. (B) Quantification of MBP immunoreactivity in the peri‐infarct areas per area. *N* = 6 mice. (C) MBP mRNA expression. *N* = 6 mice. (D) Transmission electron microscope analysis was performed on the peri‐infarct areas. Scale bar, 1 μm (top), 0.5 μm (bottom). (E) Quantification of the myelinated axons (% of total axons). *N* = 6 mice. (F) Volcano plot of differentially expressed genes. Red points represent upregulated genes, blue points represent downregulated genes, and gray points represent the unchanged genes. (G) Heatmap of differentially expressed genes in untreated OPCs and fibrinogen‐treated OPCs. *N* = 3 per group. (H) The verification of ACVR1 mRNA expression. *N* = 6 per group. Data are presented as mean ± SEM, one‐way ANOVA, or unpaired Student's *t*‐test, ***p < 0.001.

Whole‐genome microarray analysis of OPCs treated with fibrinogen was performed in the present study to identify the mechanism by which fibrinogen affects OPC differentiation. There were 2019 upregulated genes and 1947 downregulated genes (Figure 2F). Gene ontology enrichment analysis of the differentially expressed genes in untreated OPCs and fibrinogen‐treated OPCs was performed. According to the heatmap, ACVR1 expression was upregulated in fibrinogen‐treated OPCs (Figure 2G). To verify the differential expression of ACVR1 revealed by RNA‐sequencing, we assessed ACVR1 mRNA expression. The results showed that relative ACVR1 mRNA expression was significantly increased in OPCs after treatment with fibrinogen (Figure 2H). Taken together, these data indicate that fibrinogen disrupts OPC differentiation by activating ACVR1.

### 3.3 miR‐128‐3p mediates OPC differentiation by targeting fibrinogen‐BMP signaling

To identify the molecular mechanisms underlying the effect of fibrinogen on OPC differentiation, we measured Lef1 expression, which is regulated by ACVR1 and associated with OPC maturation.^6^, ^33^ Since previous studies have reported that fibrinogen treatment increases Lef1 expression in OPCs,^6^ we used an in vitro model of ischemia induced by OGD. Fibrinogen treatment increased Lef1 expression in OGD OPCs. In contrast, an inhibitor of the BMP type I receptor ACVR1, DMH1, blocked the fibrinogen‐induced change in Lef1 and Id gene expression in OPCs after OGD (Figure S2A‐E). In vivo, stereotactic injection of fibrinogen increased the protein expression of Lef1 and induced Smad1/5 phosphorylation (P‐Smad1/5) (both of these proteins are transcriptional mediators of BMP signaling). In addition, fibrinogen depletion with ancrod reduced the expression of Lef1 and P‐Smad1/5 (Figure 3A–C). Using immunofluorescence staining, we confirmed that fibrinogen injection resulted in increased expression of the downstream transcriptional mediator Id2 and that fibrinogen depletion resulted in a reduction in Id2 expression (Figure 3D, E). These results indicate that fibrinogen activates BMP signaling in OGD‐treated OPCs and in MCAO.

**FIGURE 3:**
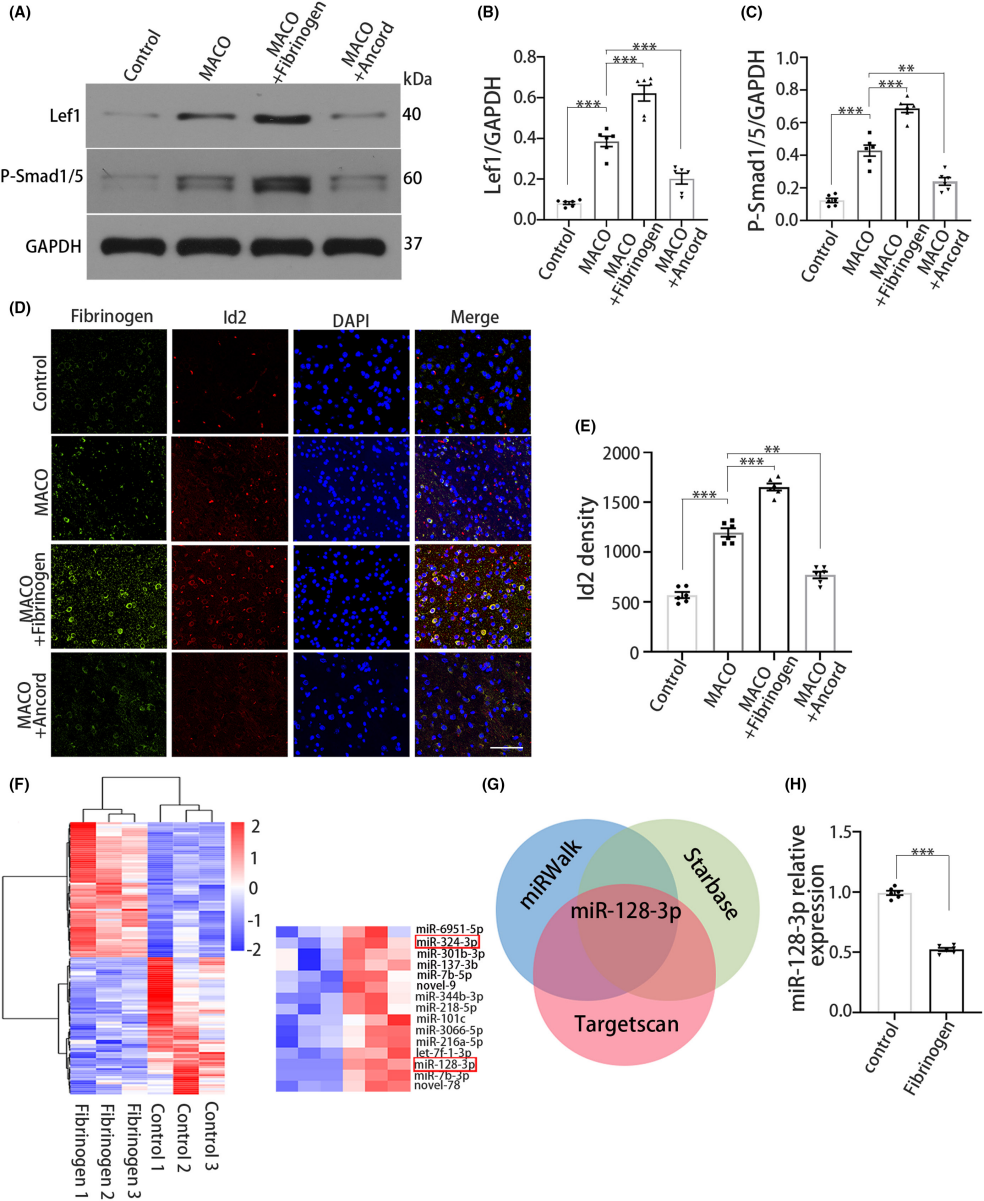
miR‐128‐3p mediates OPC differentiation by targeting fibrinogen‐BMP signaling. (A) Immunoblot analysis for Lef1 and P‐Smad1/5 after MCAO treated with fibrinogen or ancrod. (B and C) Quantification of Lef1 and P‐Smad1/5 expression. *N* = 6 mice. (D) Id2 (red) and fibrinogen (green) immunostaining. Scale bar, 50 μm. (E) Quantification of Id2 immunoreactivity. *N* = 6 mice. (F) Comparison of miRNAs expression in fibrinogen‐treated OPCs and untreated OPCs by miRNAs sequencing. *N* = 3 per group. (G) Venn diagram displaying miR‐128‐3p computationally predicted targets by three different prediction algorithms: targetScan, starbase, and miRWalk. (H) The verification of miR‐128‐3p relative expression by qRT‐PCR analysis. *N* = 6 per group. Data are presented as mean ± SEM, one‐way ANOVA or unpaired Student's *t*‐test, **p < 0.01, ***p < 0.001.

Given that ACVR1 is a key marker of stem cells and that its expression is regulated by miRNAs,^34^ we explored whether fibrinogen modulates the differential expression of miRNAs during OPC differentiation. The miRNA targets of ACVR1 were screened, and miRNA‐128‐3p, miRNA‐342‐3p, and miR‐344g‐5p were predicted as targets using miRanda and RNAhybrid. We compared the miRNA expression profile of cultured OPCs treated with fibrinogen with that of untreated OPCs by microarray analysis. 

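The data behind this comparison came from small RNA sequencing of 6 cultures of mouse cortical OPCs, the precursor cells that mature into the OLs that form myelin. Of these, 3 cultures were untreated and 3 were treated with fibrinogen, a clotting protein of blood plasma, at 2.5 mg/mL. In both groups the most abundant miRNA was miR-9-5p, which is enriched in the brain and took 26.1% to 27.8% of the reads listed for a library. Its reads may be listed once for each of its 3 precursors. Other abundant miRNAs were let-7f-5p, at 54751 ± 2446 TPM in untreated and 59369 ± 2289 TPM in fibrinogen-treated OPCs, and miR-29a-3p, at 54470 ± 2694 and 51686 ± 1961 TPM (SD, n = 3 each). The OL miRNA miR-338-3p had 2944 ± 72.2 TPM in untreated OPCs and 2687 ± 643 TPM in fibrinogen-treated OPCs, and miR-219a-5p had 314 ± 56.5 and 348 ± 125 TPM (limma, adjusted p = 0.587 and 0.87). miR-124-3p, which is enriched in neurons, had 25419 ± 5557 and 24499 ± 2112 TPM (adjusted p = 0.921), so the cultures also held a miRNA typical of another brain cell type.

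The authors made the libraries with a kit that allows PCR duplicates to be removed, trimmed the adapters with cutadapt 1.15, removed duplicates, mapped the reads with Bowtie 1.1.2 and counted known and predicted miRNAs with miRDeep2. The values are called TPM and are RPM, reads divided by a total of the library with no correction for miRNA length. One read was worth 0.0669 to 0.0841 TPM, so that whole reads could be recovered from the values. Reads of a miRNA with several precursors can be listed once for each, so the levels of different miRNAs are not ranked finely here. By this count, untreated OPCs had 12728244, 11897645 and 14847034 miRNA reads, and fibrinogen-treated OPCs had 13027333, 13624613 and 12120909. The 10 most abundant miRNAs took 65.5% to 68.5% of the reads listed for a library, so a shift in a few of them moves the values of all others. Of 1506 miRNAs in the table, 1198 known and 308 predicted, the 607 with at least 1 TPM in at least 3 libraries were tested. Fold changes were computed on log2(TPM + 1), which understates the change of rare miRNAs, and tested with limma, with p adjusted by the Benjamini-Hochberg method over the 607 miRNAs. With 3 libraries in each group, an exact permutation test of a single miRNA cannot go below p = 0.1.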

The results revealed that the expression of 66 miRNAs was upregulated and that the expression of 70 miRNAs was downregulated in fibrinogen‐treated OPCs. Among these miRNAs, the expression of miRNA‐128‐3p and miRNA‐342‐3p was significantly downregulated in fibrinogen‐treated OPCs (Figure 3F). 

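In fibrinogen-treated OPCs, 13 of the 607 miRNAs tested were higher and 4 were lower than in untreated OPCs at an adjusted p under 0.05 from limma. The known miRNAs that rose were miR-671-5p, miR-503-5p, miR-351-5p, miR-574-3p, miR-322-3p, miR-140-3p, miR-181b-5p and miR-107-3p, and the other 5 were predicted miRNAs. miR-128-3p was the only known miRNA that fell, beside 3 predicted miRNAs. miR-671-5p rose from 20.5 ± 2.24 to 78.4 ± 23.3 TPM (SD, n = 3 each), a log2 fold change of 1.85 (standard error 0.23, adjusted p = 0.00593 from limma). Its precursor lies on chromosome 5 of GRCm39 from 24797112 to 24797209, overlapping an exon of Chpf2. miR-503-5p, miR-351-5p and miR-322-3p are encoded close together on the X chromosome, between 52142132 and 52143226, and miR-322 and miR-503 are known to restrain the cell cycle. Their log2 fold changes were 1.33, 1.25 and 1.07 (standard errors 0.22, 0.21 and 0.21, adjusted p = 0.0262, 0.0262 and 0.0489). miR-574-3p, miR-140-3p, miR-181b-5p and miR-107-3p rose by 1.12, 0.82, 0.61 and 0.60 on the log2 scale. For each of the 8 known miRNAs, all 3 fibrinogen-treated libraries were above all 3 untreated libraries (exact permutation test, p = 0.1), and among all 607 miRNAs the groups did not overlap for 201, or 33.1%, where chance gives 10% for a single miRNA. The miRNAs of a library vary together, so 1 difference between libraries can part many of them at once, and this share is not a test.

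**Figure D1:**
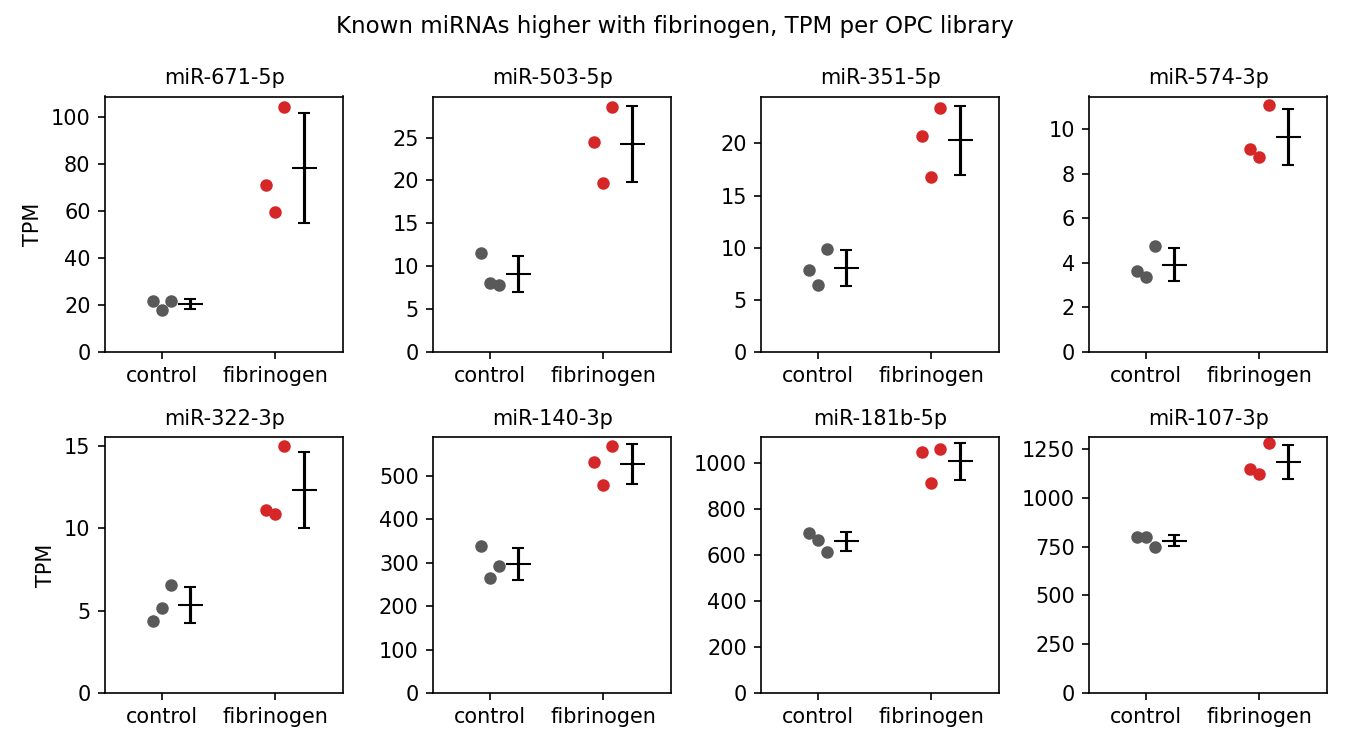
Level in TPM (vertical axes) of the 8 known miRNAs that were higher in fibrinogen-treated OPCs, in each library of the 2 groups (horizontal axes), with points for libraries and bars for the mean and SD of 3 libraries. For miR-671-5p the means were 20.5 and 78.4 TPM, and for miR-107-3p they were 781 and 1183 TPM.

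The predicted miRNA novel_8 fell from 125 ± 32.6 TPM (SD, n = 3) to 0 in every fibrinogen-treated library, at least 1630-fold lower when the reads of each group are pooled and set against 3 reads. novel_78 and novel_31 were also at 0 in every fibrinogen-treated library, at least 248-fold and 46.2-fold lower. The 5 predicted miRNAs that rose were at 0 in every untreated library, and their means in fibrinogen-treated OPCs ran from 1.74 TPM for novel_184 to 32.9 TPM for novel_194. Among miRNAs with over 100 reads in a library, 8 of 45 predicted and 0 of 382 known ones were at 0 in another library of the same group, so a 0 of a predicted miRNA need not mean that it was absent. At the study's criteria, a p under 0.05, taken as unadjusted, and an absolute log2 fold change above 1, 16 miRNAs were higher and 8 were lower, of which 7 and 4 were predicted. These included miR-200b-3p, known from epithelia, with a log2 fold change of 2.22 (standard error 0.60, adjusted p = 0.0963), and miR-144-3p, known from red blood cells, with -1.73 (standard error 0.40, adjusted p = 0.072). They also included the predicted miRNA novel_150, which was at 0 in untreated libraries 1 and 2, at 309 TPM in untreated library 3 and at 727 to 959 TPM in the fibrinogen-treated libraries.

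None of the 10 tested miRNAs known to rise with or promote OL differentiation passed the test, with log2 fold changes of 0.91 for miR-219a-2-3p (adjusted p = 0.0836), -0.16 for miR-338-3p and -0.13 for miR-138-5p. The signs for miR-338-3p and miR-138-5p each rested on 1 library. Fibrinogen-treated library 3 had 1950 TPM of miR-338-3p, against 3137 and 2975 TPM in libraries 1 and 2. Untreated library 2 had 13130 TPM of miR-138-5p, against 8745 and 9675 TPM in libraries 1 and 3. None of the 12 miRNAs reported to keep OPCs immature passed either, and in both lists none passed adjusted over the list alone, with -0.07 for miR-9-5p and -0.40 for miR-19b-3p. Of 21 neuron-enriched miRNAs, miR-128-3p fell, also adjusted over the list alone, and the other 20 did not pass, with -0.04 for miR-124-3p and -0.25 for miR-218-5p. Of 7 miRNAs of microglia and other immune cells, none passed over all miRNAs tested, and 1, miR-150-5p with 0.70, was higher adjusted over the list alone. Of 7 measured members of the miR-181 family, 1, miR-181b-5p, rose over all miRNAs and 2 rose adjusted over the list alone, and the fold changes of all 7 were above 0. Of 10 members of the let-7 family, none passed over all miRNAs and 3 were higher adjusted over the list alone, with 0.35 for let-7c-5p. The fold changes of 6 of 7 members of the miR-29 family were below 0, with -0.52 for miR-29b-3p (-0.29 without untreated library 2) and -0.26 for miR-29c-3p (-0.17 without untreated library 3), and none passed in either way, while DESeq2 called miR-29b-3p and miR-29c-3p (adjusted p = 0.0223 and 0.0482). As groups these lists had adjusted p = 0.823 for OL differentiation, 0.768 for OPC maintenance, 0.461 for neurons, 0.633 for microglia, 0.127 for miR-181, 0.127 for let-7 and 0.0516 for miR-29 (limma's camera over 22 lists with a preset correlation). None of the 22 lists passed this test, nor camera with an estimated correlation, while 5 were at an unadjusted p under 0.05 and limma's fry called 1, the miR-181 family, at an adjusted p of 0.0475. fry's test for changes in either direction, which does not set a list against other miRNAs, called 7 lists, those of microglia (adjusted p = 5.99e-05), miR-181 (0.00437), OL differentiation (0.0201), let-7 (0.028), neurons (0.0284), OPC maintenance (0.0379) and miR-7 (0.0379). The median log2 fold change of all 607 miRNAs was 0.125 and became 0.00317 after median-of-ratios scaling, so that fold changes are to be read against this shift. edgeR's exact test gave 12 higher and 10 lower and DESeq2 31 and 35. Without one library at a time the higher ran from 0 (without fibrinogen-treated library 1) to 39 (without untreated library 3). The lower ran from 0 (without untreated library 1 or 2) to 6. These fits kept the minimum of 1 TPM in at least 3 libraries. A predicted miRNA at 0 in one group was therefore not tested once a library of the other group was left out. A limma fit of known miRNAs alone was corrected for the GC content of the precursors. In it, miR-671-5p (adjusted p = 0.0153) and miR-128-3p (adjusted p = 0.0193) were those that passed. Such a correction also removes any change with fibrinogen that follows GC content.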

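miR-128-3p, a miRNA enriched in neurons, fell from 63655 ± 5181 TPM in untreated OPCs to 45234 ± 3576 TPM in fibrinogen-treated OPCs (SD, n = 3 each). The fold of the means was 0.711, and the log2 fold change was -0.49 (standard error 0.093, adjusted p = 0.041 from limma). Every fibrinogen-treated library was below every untreated library (exact permutation test, p = 0.1, the smallest possible). miR-342-3p had 1111 ± 161 TPM in untreated and 644 ± 221 TPM in fibrinogen-treated OPCs (SD, n = 3 each). Its log2 fold change of -0.83 (standard error 0.24) did not pass after adjustment (unadjusted p = 0.0104, adjusted p = 0.113 from limma), although the libraries of both groups did not overlap (exact permutation test, p = 0.1). miR-344g-5p, the other miRNA predicted to target ACVR1, had 2, 0 and 1 reads in the untreated and 1, 0 and 1 in the fibrinogen-treated libraries, so a difference was not detectable at this depth. Of the 2 of these miRNAs that were tested, both were lower adjusted over the list alone. This list is the one the paper names. The paper does not state whether it was taken from longer predictions with these libraries in view. A pass over this list alone is therefore no separate support.

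miR-128-3p is made from 2 precursors with the same mature sequence, TCACAGTGAACCGGTCTCTTT. On GRCm39, Mir128-1 lies on chromosome 1 from 128130098 to 128130167, in an intron of R3hdm1, and Mir128-2 lies on chromosome 9 from 111947704 to 111947779, in an intron of Arpp21. The opposite arms of these precursors, miR-128-1-5p and miR-128-2-5p, were at 10.6 ± 3.78 and 6.09 ± 2.07 TPM in untreated and 16.8 ± 2.35 and 12.0 ± 2.88 TPM in fibrinogen-treated OPCs, with log2 fold changes of 0.67 and 0.89 that did not pass (adjusted p = 0.184 and 0.138). Mir342 lies on chromosome 12 from 108624879 to 108624977, in an intron of Evl, and Mir344g on chromosome 7 from 61632037 to 61632107, overlapping an exon of the non-coding RNA A330076H08Rik. Fig. 3F also labels miR-324-3p, whose precursor lies on chromosome 11 from 69902869 to 69902957 and overlaps an exon of Dvl2. It had 8.43 ± 1.33 TPM in untreated and 15.4 ± 3.85 TPM in fibrinogen-treated OPCs, a log2 fold change of 0.78 (standard error 0.23, adjusted p = 0.113).

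**Figure D2:**
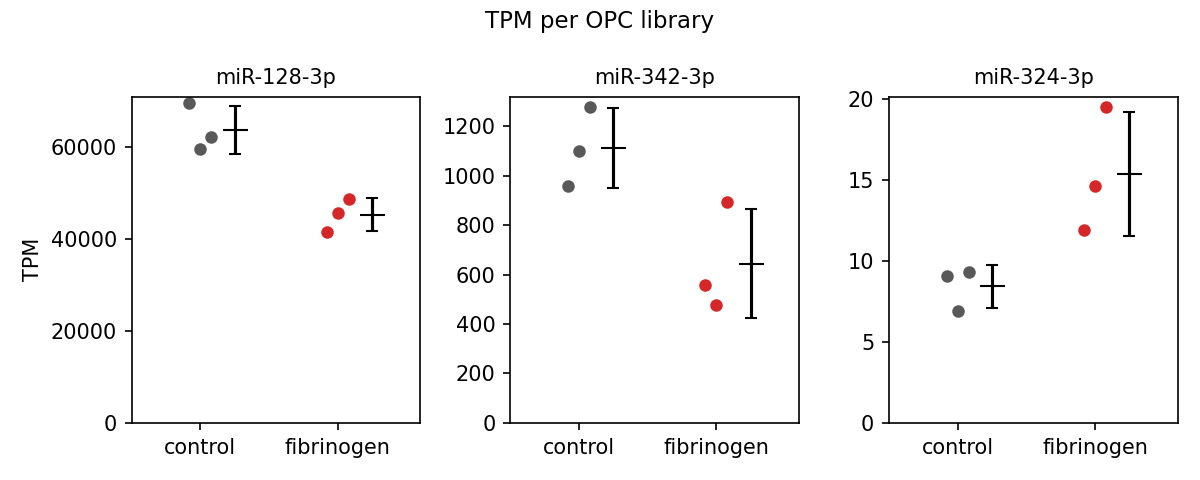
Level in TPM (vertical axes, from 0) of miR-128-3p, miR-342-3p and miR-324-3p in each library of untreated (control) and fibrinogen-treated OPCs (horizontal axes), with points for libraries and bars for the mean and SD of 3 libraries. The means of control and fibrinogen-treated OPCs were 63655 and 45234 TPM for miR-128-3p, 1111 and 644 TPM for miR-342-3p, and 8.43 and 15.4 TPM for miR-324-3p.

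Of the other miRNAs labelled in Fig. 3F, the predicted miRNA novel_78 was at 19.1 ± 1.98 TPM (SD, n = 3) in untreated OPCs and at 0 in every fibrinogen-treated library. miR-7b-5p, miR-137-3p (printed there as miR-137-3b), miR-218-5p, miR-301b-3p, miR-344b-3p, miR-101c, miR-3066-5p, miR-216a-5p, let-7f-1-3p, miR-7b-3p and novel_9 had log2 fold changes from -0.60 (miR-3066-5p) to -0.20 (novel_9), and none passed after adjustment. miR-6951-5p, with 0.983 ± 0.303 and 0.477 ± 0.0876 TPM, was below the level tested. The call of miR-128-3p held in 11 of 23 other settings, but not with the replicate number as a block (-0.49, adjusted p = 0.0768), and in none of the 6 that leave out one library, where adjusted p ran from 0.0507 to 0.181 and the log2 fold change from -0.55 to -0.43, while a correction for precursor GC content moved it to -0.79. miR-342-3p passed without fibrinogen-treated library 3 (-1.09, adjusted p = 0.0446), with edgeR's exact test (adjusted p = 0.0197) and with DESeq2 (adjusted p = 0.00168). From the lower levels in fibrinogen-treated OPCs, the paper states that miR-128-3p and miR-342-3p, which it had predicted to target ACVR1, are downregulated.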

Then, using TargetScan, tarBase, and miRWalk, miRNA‐128‐3p was identified as the most likely target of ACVR1 (Figure 3G). qRT‐PCR analysis confirmed that miRNA‐128‐3p expression was downregulated in fibrinogen‐treated OPCs (Figure 3H), implying that miRNA‐128‐3p acts as a direct mediator of OPC differentiation by targeting fibrinogen‐BMP signaling.

### 3.4 Transfection of NSC‐derived exosomes with miR‐128‐3p

To determine the biological function of miR‐128‐3p in NSCs, we transfected NSCs with miR‐128‐3p mimics or miR‐NC. qRT‐PCR analysis confirmed that miR‐128‐3p was expressed in NSCs (Figure 4A). Next, exosomes from NSCs were isolated by ultracentrifugation. Transmission electron microscopy and nanosight tracking analysis were used to determine the size and shape of the exosomes (Figure 4B, C). The expression of the typical exosomal markers HSP70, CD9, and CD63 was assessed (Figure 4D). In addition, we confirmed that relative miR‐128‐3p expression in exosomes harvested from miR‐128‐3p‐transfected NSCs was significantly higher than that in exosomes harvested from miR‐NC‐transfected NSCs (Figure 4E).

**FIGURE 4:**
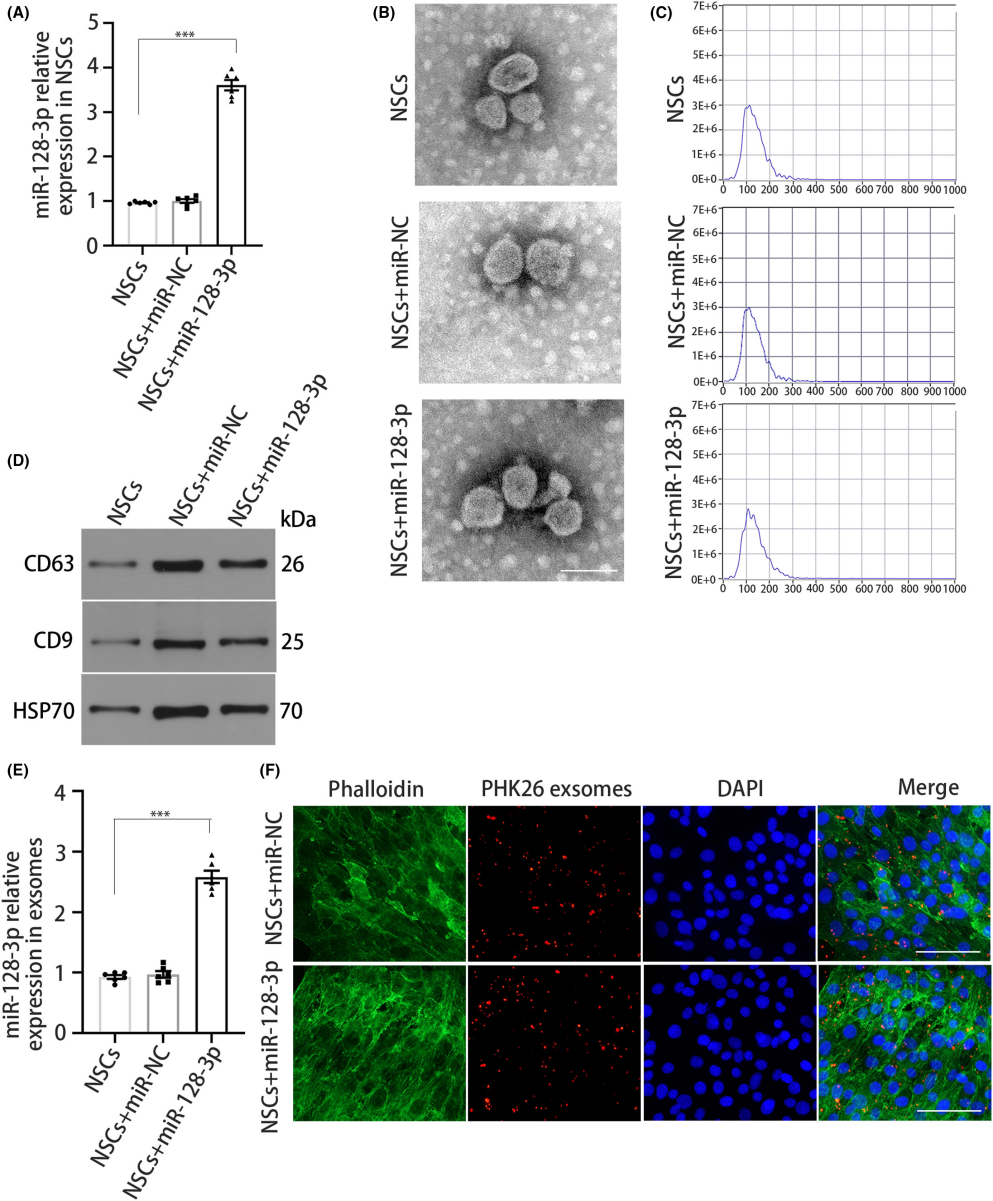
NSC‐derived exosomes infect with miR‐128‐3p. (A) miR‐128‐3p expression in NSCs. (B) Transmission electron microscope analysis for NSCs secreted exosomes. Scale bar, 100 nm. (C) Nanosight tracking analysis for exosome size distribution and number. (D) Immunoblot for levels of exosomal markers, HSP70, CD9, and CD63. (E) miR‐128‐3p expression in exosomes. (F) Confocal microscopy for internalization of PKH26‐labeled exosomes (red). Fluorescein phalloidin‐FITC (green) was used to label F‐Actin, while DAPI (blue) was used to label nuclei. Scale bar, 50 μm. *N* = 6 per group. Data are presented as mean ± SEM, unpaired Student's *t*‐test, ***p < 0.001.

To verify whether exosomes can transfer miR‐128‐3p to OPCs, we performed coculture experiments to observe the internalization of exosomes by OPCs. PHK26‐labeled exosomes derived from NSCs enriched with miR‐128‐3p were incubated with fibrinogen‐treated OPCs. Then, the uptake of exosomes was investigated after 24 h of cocultivation. Many exosomes were invested by recipient cells (Figure 4F), suggesting that metastatic NSC‐derived exosomes can be taken up by recipient OPCs.

### 3.5 NSC‐derived exosomal miR‐128‐3p promotes OPC differentiation

To investigate the role of NSC‐derived exosomal miR‐128‐3p in the differentiation of fibrinogen‐treated OPCs, OPCs were cocultured with NSC‐derived exosomal miR‐128‐3p. Fibrinogen treatment decreased MBP expression in OPCs, while NSC‐derived exosomal miR‐128‐3p treatment increased MBP expression in fibrinogen‐treated OPCs (Figure 5A–D). The results suggest that NSC‐derived exosomal miR‐128‐3p promotes OPC differentiation into MBP^+^ OLs, which is inhibited by fibrinogen. Next, miR‐128‐3p expression was determined, and it was found that fibrinogen treatment downregulated miR‐128‐3p expression (Figure 5E). Furthermore, NSC‐derived exosomal miR‐128‐3p treatment reversed the change in ACVR1 expression in fibrinogen‐treated OPCs, indicating that exosomal miR‐128‐3p directly antagonizes the effect of fibrinogen by inhibiting ACVR1 (Figure 5E–G).

**FIGURE 5:**
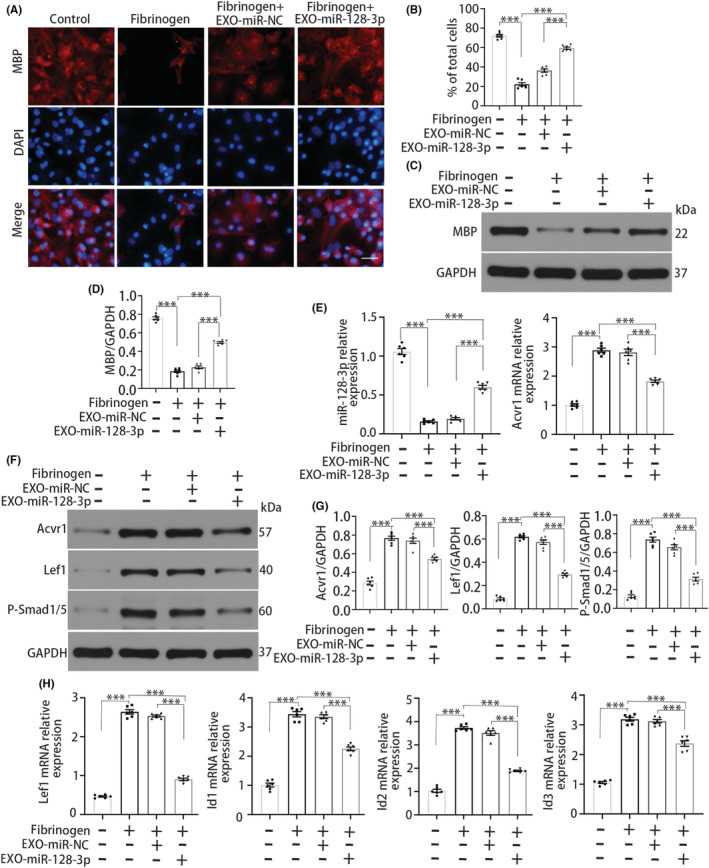
NSC‐derived exosomal miR‐128‐3p promotes OPC differentiation. (A) MBP (red) immunostaining in OPCs. Scale bar, 20 μm. (B) MBP^+^ cells of total cells. (C) Immunoblot analysis for MBP in OPCs. (D) Quantification of MBP. (E) qRT‐PCR analysis for miR‐128‐3p and ACVR1 expression in OPCs. (F) Immunoblot analysis for ACVR1, P‐Smad1/5, and Lef1 in OPCs. (G) Quantification of ACVR1, P‐Smad1/5, and Lef1 expression. (H) Lef1, Id1, Id2, and Id3 mRNA expression in OPCs. *N* = 6 per group. Data are presented as mean ± SEM, one‐way ANOVA, ***p < 0.001.

To further determine whether miR‐128‐3p promotes the differentiation of fibrinogen‐treated OPCs by mediating ACVR1, we examined Lef1 expression. Fibrinogen treatment increased Lef1 expression in OPCs, while Lef1 expression was decreased in fibrinogen‐treated OPCs treated with NSC‐derived exosomal miR‐128‐3p (Figure 5F–H). We next sought to identify the transcriptional mediators of BMP signaling, which is involved in the fibrinogen‐mediated inhibition of OPC differentiation into MBP^+^ OLs.^6^ Fibrinogen treatment upregulated the expression of P‐Smad1/5, Id1, Id2, and Id3 (Figure 5E–G). In contrast, exosomal miR‐128‐3p treatment significantly reduced the expression of these transcriptional mediators, suggesting that NSC‐derived exosomal miR‐128‐3p antagonizes the effect of fibrinogen by blocking BMP signaling and promotes OPC differentiation.

To determine whether NSC‐derived exosomal miR‐128‐3p is necessary for the modulation of ACVR1 activation and OPC differentiation in an in vitro model of ischemia, we treated OPCs with OGD. Treatment of OGD OPCs with NSC‐derived exosomal miR‐128‐3p promoted Lef1 and P‐Smad1/5 expression in fibrinogen‐induced OPCs (Figure S3A, B) and facilitated OPC differentiation into MBP^+^ OLs (Figure S2C, D), suggesting that exosomal miR‐128‐3p promoted OGD OPC differentiation by suppressing fibrinogen‐induced BMP receptor activation.

### 3.6 NSC‐derived exosomal miR‐128‐3p targets BMP signaling

Because fibrinogen induces BMP activation and NSC‐derived exosomal miR‐128‐3p inhibits the effect of fibrinogen in OPCs, we hypothesized that NSC‐derived exosomal miR‐128‐3p inhibits BMP signaling after MCAO. To further determine the molecular mechanism underlying the therapeutic effect of NSC‐derived exosomal miR‐128‐3p, exosome samples were injected into the striatum of the infarcted hemisphere (Figure 6A). Fibrinogen depletion increased miR‐128‐3p expression (Figure 6B), indicating that fibrinogen targeted miR‐128‐3p. Next, we assessed the expression of ACVR1, which was confirmed by our sequencing analysis as a fibrinogen‐induced target gene of miR‐128‐3p. Pharmacologic depletion of fibrinogen reduced ACVR1 expression, while treatment with NSC‐derived exosomal miR‐128‐3p significantly decreased ACVR1 expression (Figure 6C–E). We also determined Lef1expression, which is known to be regulated by ACVR1. Upon NSC‐derived exosomal miR‐128‐3p treatment, MCAO reduced Lef1 expression (Figure 6D–F). In addition, the levels of P‐Smad1/5 and Id2, transcriptional mediators of BMP signaling, were determined. Treatment with NSC‐derived exosomal miR‐128‐3p robustly reduced P‐Smad1/5 (Figure 6D–G) and Id2 (Figure 6H, I) expression, suggesting that NSC‐derived exosomal miR‐128‐3p suppressed BMP signaling, similar to the pharmacologic reagent ancrod, after MCAO.

**FIGURE 6:**
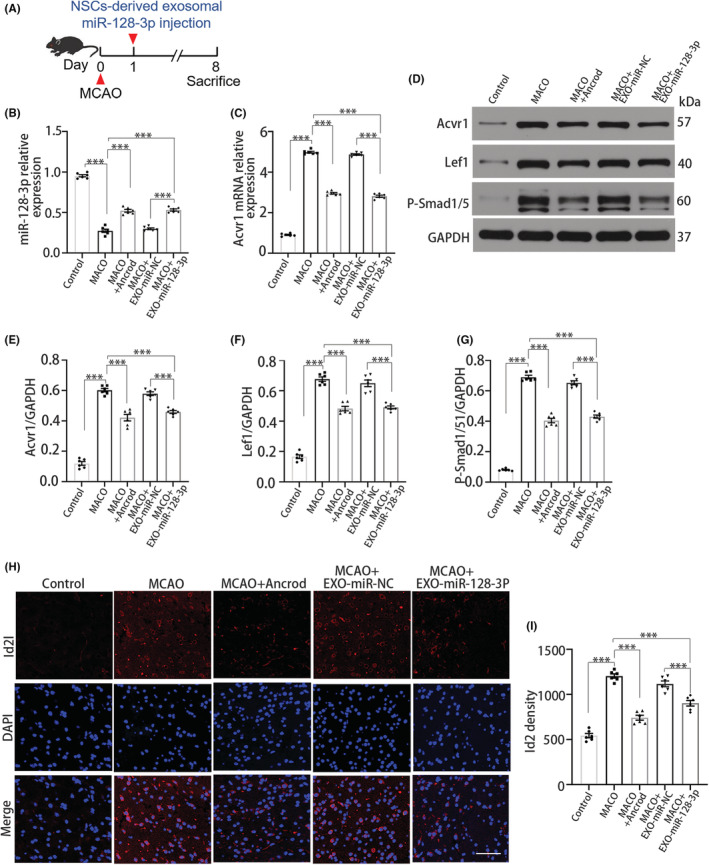
NSC‐derived exosomal miR‐128‐3p targets BMP signaling in MCAO. (A) Scheme illustrating MCAO on NSC‐derived exosomal miR‐128‐3p‐administered mice. (B) qRT‐PCR analysis for miR‐128‐3p expression. (C) qRT‐PCR analysis for ACVR1 expression. (D) Immunoblot analysis for ACVR1, Lef1, and P‐Smad1/5. (E–G) Quantification of ACVR1, Lef1, and P‐Smad1/5 expression. (H) Id2 (red) immunostaining. Scale bar, 50 μm. (I) Quantification of Id2 immunoreactivity. *N* = 6 per group. Data are presented as mean ± SEM, one‐way ANOVA, ***p < 0.001.

### 3.7 NSC‐derived exosomal miR‐128‐3p improves neurological recovery

To further elucidate the role of NSC‐derived exosomal miR‐128‐3p in ischemic disease progression, we investigated remyelination, the infarct volume, and functional recovery. NSC‐derived exosomal miR‐128‐3p treatment robustly increased the MBP expression at 7 days (Figure 7A, B) and 28 days (Figure S4A, B), suggesting that exosomal miR‐128‐3p treatment promoted OPC differentiation into MBP^+^ OLs. To determine whether exosomal miR‐128‐3p improves remyelination, we analyzed the myelin structure in the peri‐infarct areas. The number of remyelinated axons was increased in MCAO treated with NSC‐derived exosomal miR‐128‐3p (Figure 7C–E), showing that miR‐128‐3p affected short‐ and long‐term recovery after ischemia.

**FIGURE 7:**
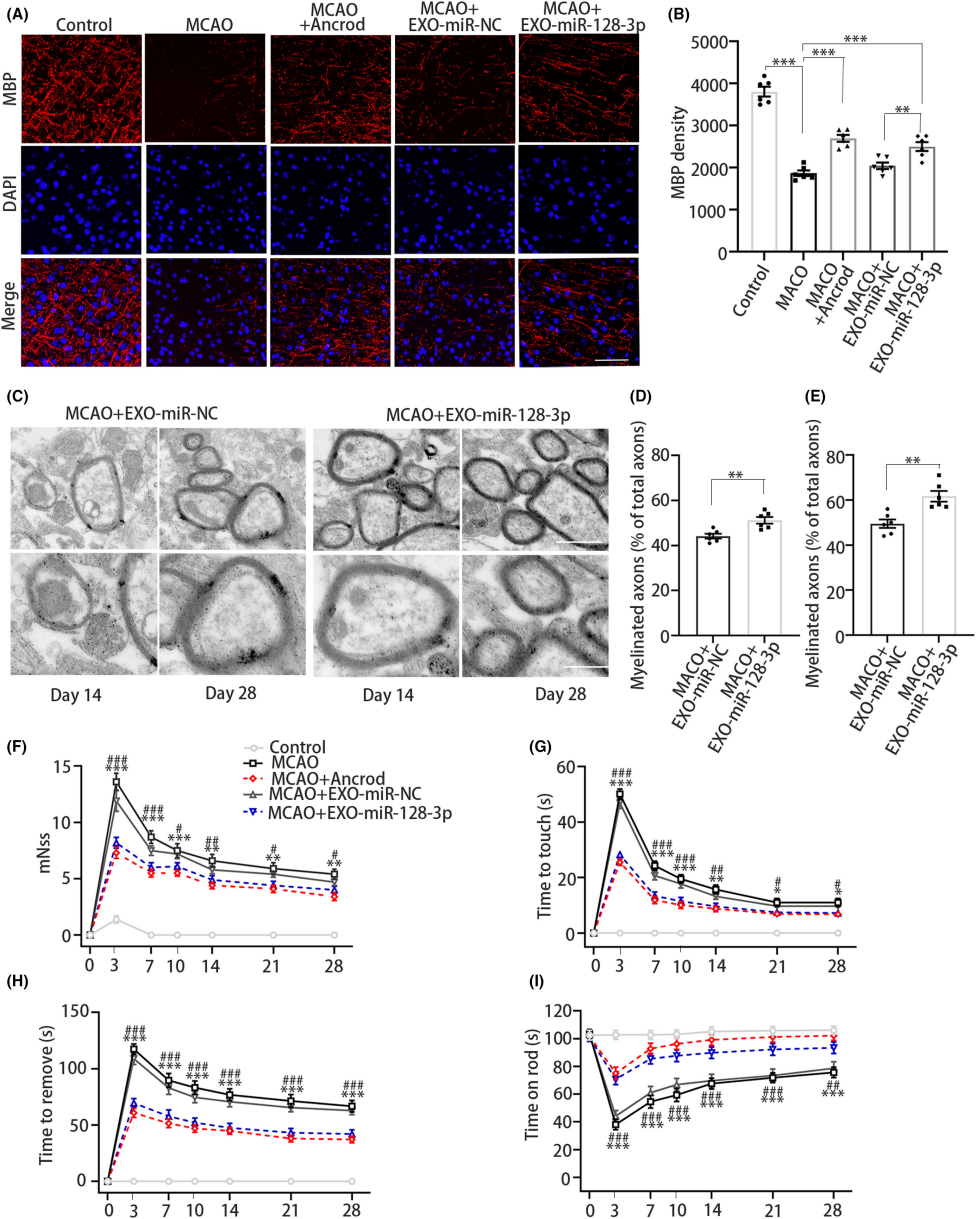
NSC‐derived exosomal miR‐128‐3p improves remyelination and neurological recovery after MCAO. (A) MBP (red) immunostaining in mice. Scale bar, 50 μm. (B) Quantification of MBP immunoreactivity. (C) Transmission electron microscope analysis was performed. Scale bar = 1 μm (top), 0.5 μm (bottom). (D and E) Quantification of the myelinated axons (% of total axons) at 14 and 28 d. *N* = 6 per group. Data are presented as mean ± SEM, one‐way ANOVA or unpaired Student's *t*‐test, **p < 0.01, ***p < 0.001. (F) mNSS. (G) Time to touch of adhesive removal test. (H) Time to remove of adhesive removal test. (I) Rotarod test. *N* = 6 per group. Data are presented as mean ± SEM, Mann–Whitney *U*‐test or unpaired Student's *t*‐test, *p < 0.05, **p < 0.01, ***p < 0.001 vs. control group, ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs. MCAO group.

Next, we investigated whether treatment with NSC‐derived exosomal miR‐128‐3p affects histological outcomes. The infarct volume was significantly reduced in MCAO treated with exosomal miR‐128‐3p (Figure S4C–F), suggesting that brain infarction was alleviated in the early and late stages. There was no significant difference in body weight between NSC‐derived exosomal miR‐128‐3p treated and untreated MCAO groups (Figure S4G). To evaluate neurological function, mNSS assessment, the adhesive removal test, and the rotarod test were performed. Animals in the exosomal miR‐128‐3p treatment group had a lower mNSS from day 3 to 28, indicating that miR‐128‐3p transfection through NSC‐derived exosomes improved neurological recovery (Figure 7F). To exclude mice with no‐qualified sensorimotor function, the animals were evaluated before the adhesive removal test and rotarod test. Exosomal miR‐128‐3p treatment resulted in a significant reduction in the latency to touch and latency to remove the adhesive from day 3 to 28 (Figure 7G, H). In contrast, miR‐128‐3p treatment resulted in a significant increase in the latency to fall off the rod (Figure 7I). Overall, these results suggest that miR‐128‐3p transfection through NSC‐derived exosomes improves neurological recovery, consistent with the effect of the pharmacologic reagent ancrod, after MCAO.

## 4 DISCUSSION

Fibrinogen‐mediated activation of BMP signaling and subsequent inhibition of OPC differentiation and myelin regeneration during the central nervous system pathology have been observed in demyelinating diseases.^6^ Given the relationship between BMP signaling activation and miRNA biogenesis,^35^, ^36^ determining whether miRNAs affect OPC differentiation via BMP signaling is critical. In this study, we verified that fibrinogen was deposited after MCAO and inhibited OPC differentiation into OLs by activating BMP signaling. We also found that miR‐128‐3p targets BMP signaling, isolated exosomes from NSCs, and transferred exosomal miR‐128‐3p to fibrinogen‐treated OPCs. Our results first demonstrated that NSC‐derived exosomal miR‐128‐3p may disturb BMP signaling and promote fibrinogen‐treated OPC maturation. Specifically, NSC‐derived exosomal miR‐128‐3p might promote myelin regeneration and in turn improve functional recovery after MCAO.

We previously investigated whether elevated fibrinogen levels are associated with dependence in ischemic stroke.^2^ Previous studies have demonstrated that fibrinogen activates BMP signaling and inhibits OPC differentiation into OLs in vitro.^6^ This prompted us to explore the mechanism by which fibrinogen prevents remyelination after ischemia. Considering that fibrinogen levels are elevated in stroke patients,^37^, ^38^ while the blood–brain barrier disruption allows blood fibrinogen to enter the central nervous system, we hypothesized that fibrinogen disposition can inhibit remyelination after ischemia. In this study, we found that fibrinogen disposition changed dynamically with the course of MCAO. In addition, we found that fibrinogen inhibited remyelination in vivo and suppressed OPC differentiation into OLs in vitro.

The ability of fibrinogen to inhibit nerve repair has been uncovered, and the associated molecular mechanisms in neurological diseases have been preliminarily eludcidated.^39^ After the blood–brain barrier disruption, fibrinogen enters the brain parenchyma and contributes to neuronal damage and demyelination.^39^, ^40^ In addition to playing a role in coagulation in the central nervous system, fibrinogen directly interacts with nervous cells or their receptors to regulate downstream signaling and nerve cell functions and thus affects repair processes.^1^, ^41^, ^42^ Furthermore, previous studies have indicated that fibrinogen is present both in the extracelluar space and in the cell body and that severe fibrinogen deposition significantly reduces neuronal density, suggesting that elucidating the putative neurotoxicity of fibrinogen and its potential to cause clinical disability is critical.^43^ In addition, accumulating evidence has demonstrated that fibrinogen is sufficient to induce demyelination and that therapeutic depletion of fibrinogen with ancrod enhances remyelination.^6^, ^21^, ^44^ It has been demonstrated that fibrinogen promotes astrogenesis via activation of BMP signaling after ischemia.^4^ We first observed that fibrinogen inhibited OPC differentiation into OLs through BMP signaling and subsequent remyelination after MCAO. In particular, fibrinogen overexpression inhibited remyelination, while therapeutic depletion of fibrinogen reduced this pathologic effect, suggesting that therapeutic strategies that suppress the damaging effects of fibrinogen without affecting its coagulation function are critical after ischemia.

In the last decade, recent studies highlighted the importance of miRNAs as a novel therapeutic target for ischemic stroke.^19^, ^45^, ^46^ To determine the specific changes in miRNAs expression that mediate the inhibitory effect of BMP signaling, we performed whole‐genome microarray analysis of fibrinogen‐treated OPCs. Gene ontology enrichment analysis revealed that miR‐128‐3p inhibited BMP signaling by targeting ACVR1 in fibrinogen‐treated OPCs and promoted MBP expression by reversing the function of fibrinogen.

Although cell‐based therapy was considered to be a potential strategy for treating stroke, the principal mechanism might depend on stem cell‐secreted paracrine factors.^47^ Exosomes act as critical mediators between different neuronal cells and modulate neuronal function.^16^, ^48^ Emerging evidence demonstrated that exosome‐based therapy could amplify the transfer of biomolecules from stem cells to target tissues and have lower immunogenicity.^15^, ^49^ Therefore, exosome‐based therapy might be superior to cell‐based therapy in terms of efficacy, scalability, and translational potential. Several studies have reported that exosomes derived from MSCs can be used to treat stroke models.^50^, ^51^ Intravenous administration of MSC‐derived exosomes post‐stroke improves functional recovery and enhances neurite remodeling, neurogenesis, and angiogenesis.^51^ Recent studies have indicated that the therapeutic effects of MSC‐derived exosomes are mediated by the delivery of miRNAs to regulate cell function.^16^, ^52^ MSC‐derived exosomes enriched with miRNAs robustly improve neurological function and enhance oligodendrogenesis, neurogenesis, and neurite remodeling/neuronal dendrite plasticity after stroke.^11^, ^53^, ^54^ Subsequently, a further study demonstrated that NSC‐derived extracellular vehicles (EVs) improve behavior and mobility in pigs.^13^ In addition, recent studies have shown that transfected NSCs can home to ischemic regions as efficiently as endogenous NSCs, allowing more rapid and better functional reconstruction.^55^ However, no study has shown whether or how NSC‐derived exosomal miRNAs are involved in regulating OPC differentiation after ischemia. In the present study, we demonstrated that NSCs‐derived exosomal miR‐128‐3p induced the OPC differentiation and played a critical role in the recovery process after MCAO. In addition, we identified the potential mechanism underlying miRNA‐mediated remyelination via regulation of the BMP pathway, which was partially activated by fibrinogen overexpression.

BMP signaling is an important negative regulator of OPC differentiation, inhibits endogenous remyelination, and blocks functional recovery.^56^, ^57^ Inhibition of BMP signaling in OPCs promotes myelin formation, and fibrinogen overexpression inhibits OPC differentiation into OLs.^6^ Consistent with previous studies, this study indicated that therapeutic depletion of fibrinogen with ancrod inhibited BMP signaling and promoted final OL maturation. In addition, exosomal miR‐128‐3p could reverse the effect of fibrinogen by targeting ACVR1. Therefore, it is tempting to speculate that miR‐128‐3p induces OPC differentiation into OLs by suppressing BMP signaling and reversing the effect of fibrinogen.

To determine the function of miR‐128‐3p, we applied NSC‐derived exosomes carrying miR‐128‐3p into MCAO by stereotactic injection. Previous studies have demonstrated that exosome‐mediated delivery of miRNAs via intravenous administration protects against ischemic injury and enhances neurogenesis.^58^ Our study first revealed that NSC‐derived exosomal miR‐128‐3p inhibited BMP signaling and promoted remyelination after ischemia. Furthermore, stereotactic injection of NSC‐derived exosomal miR‐128‐3p, which ensures that the intended dose is delivered to the region near the ischemic site and avoids the issue of delivery of a negligible dose to the brain, as achieved by intravenous administration,^59^, ^60^ may reverse the effect of fibrinogen deposition.

There were several limitations in this study. Firstly, neurological recovery after stroke involves nerve regeneration and vascular regeneration, in which OPCs as well as other brain cells participate. Secondly, the biodistribution of EVs in vivo is highly dependent on the cellular origin of the EVs.^61^ Furthermore, previous studies demonstrated that MSC EV treatments trended toward decreasing stroke lesion volume, whereas NSC EVs significantly decreased lesion size and improved neurological function.^12^ However, we did not compare the regenerative property of NSC‐derived exosomal miR‐128‐3p versus MSC‐derived exosomal miR‐128‐3p in this present study. Thirdly, fibrinogen deposition is not the only factor affecting remyelination in the central nervous system. Therefore, OPC differentiation may not be the only promising target for improving neurological function. Further studies analyzing the exosomal miRNAs that regulate other cells during the progression of ischemia, such as endothelial cells and astrocytes, are needed.

## 5 CONCLUSIONS

In summary, fibrinogen deposition plays a critical role in the inhibition of OPC differentiation and remyelination during the progression of ischemia by targeting ACVR1. Specifically, NSC‐derived exosomal miR‐128‐3p inhibits BMP signaling and promotes fibrinogen‐treated OPC differentiation. In addition, demyelination induced by fibrinogen deposition can be antagonized by transfer of miR‐128‐3p by stereotactic injection, which might represent a potential therapeutic target for neural recovery after stroke.

## AUTHOR CONTRIBUTIONS

Yongjun Wang analyzed and interpreted the data in this study. Huiqing Hou performed the majority of the experimental work and was a major contributor in writing the manuscript. Yafei Wang and Lan Yang performed experiments and analyzed data. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no competing interests.

## Supporting information

Appendix S1

## Data Availability

The microarray data from this publication have been submitted to the GEO database with an accession number GEO: GSE206826 and GSE206950. All data are available from the corresponding author on reasonable request.

# Supplementary material for: Exosomal miR‐128‐3p reversed fibrinogen‐mediated inhibition of oligodendrocyte progenitor cell differentiation and remyelination after cerebral ischemia
**Source:** CNS Neurosci Ther. 2023 Feb 8;29(5):1405–22. doi: 10.1111/cns.14113
**Supplement:** Supplementary file 1 — Appendix S1

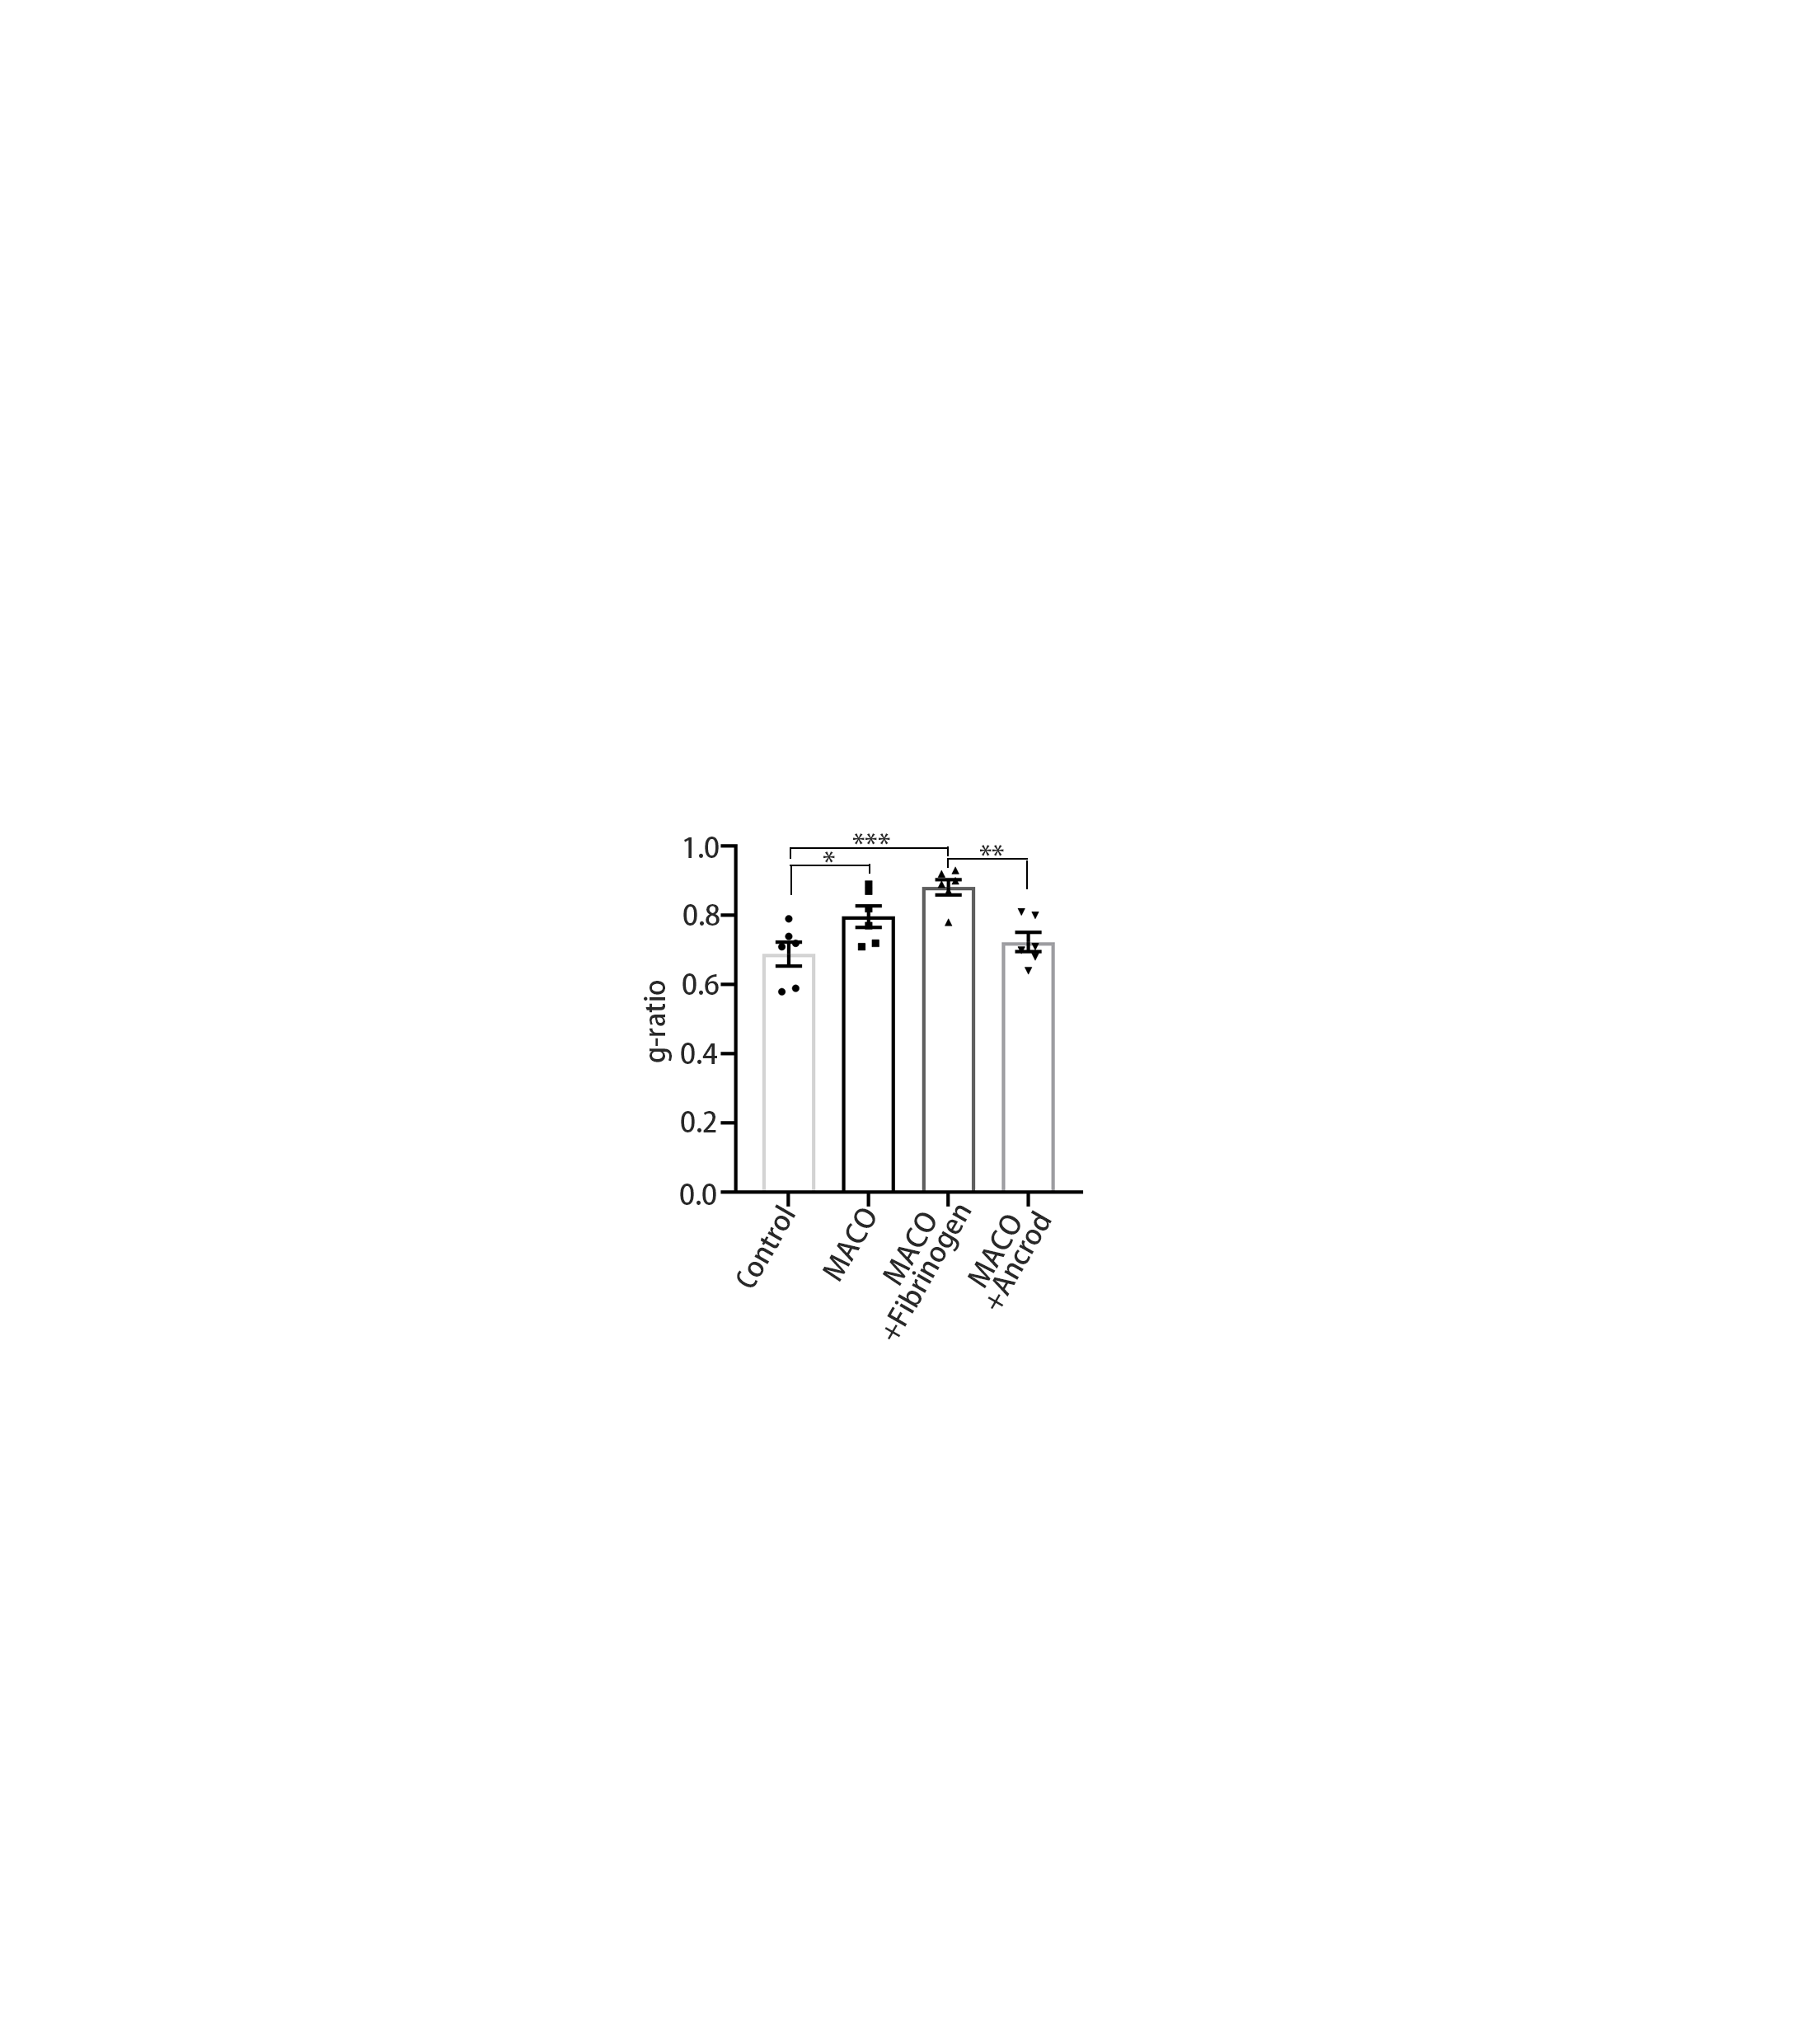

**FIGURE S1** Fibrinogen facilitated the damaging impact on axon. The g-ratio of myelinated axons. N = 6 per group. Data are presented as mean ± SEM, one-way ANOVA, **P*<0.05, ***P*<0.01, ****P*<0.001.

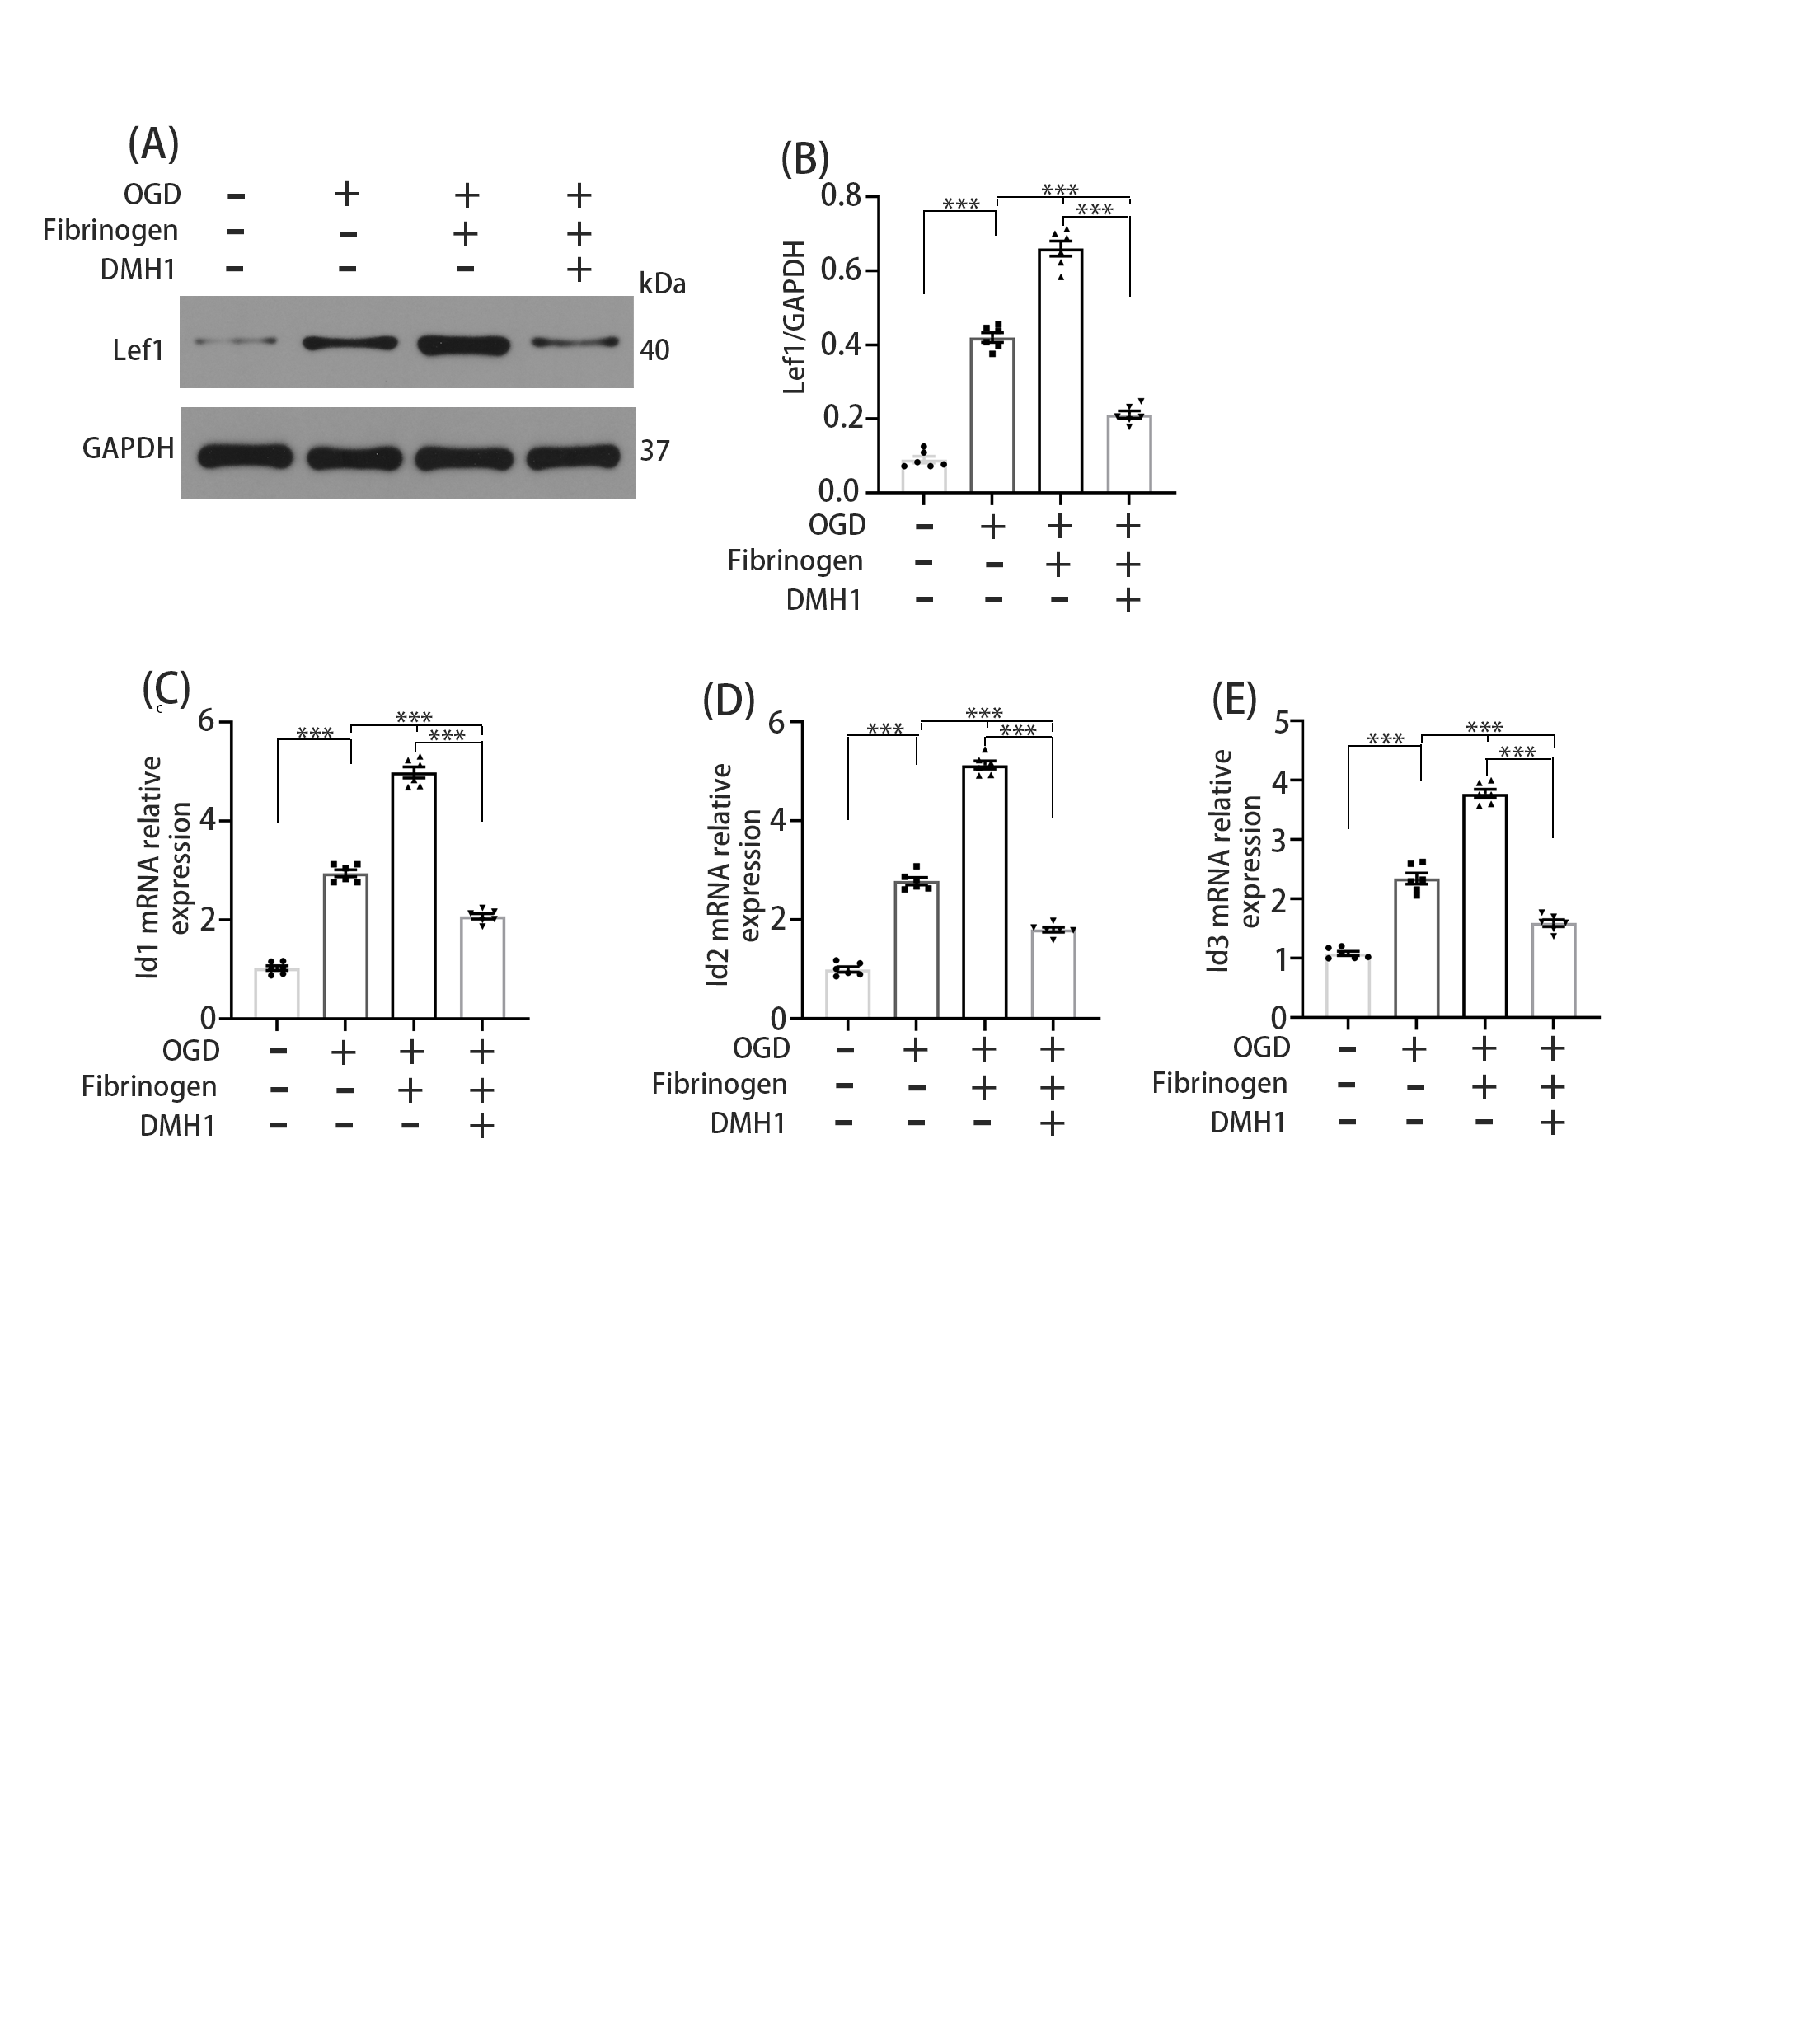

**FIGURE S2** Fibrinogen activates BMP receptor signaling in OGD OPCs. (A) Immunoblot analysis for Lef1 in OGD OPCs. (B) Quantification of Lef1 expression in OGD OPCs. (C-E) Quantitative real-time PCR analysis for Id1, Id2, and Id3 mRNA relative expression in OGD OPCs. N = 6 per group. Data are presented as mean ± SEM, one-way ANOVA, ****P*<0.001.

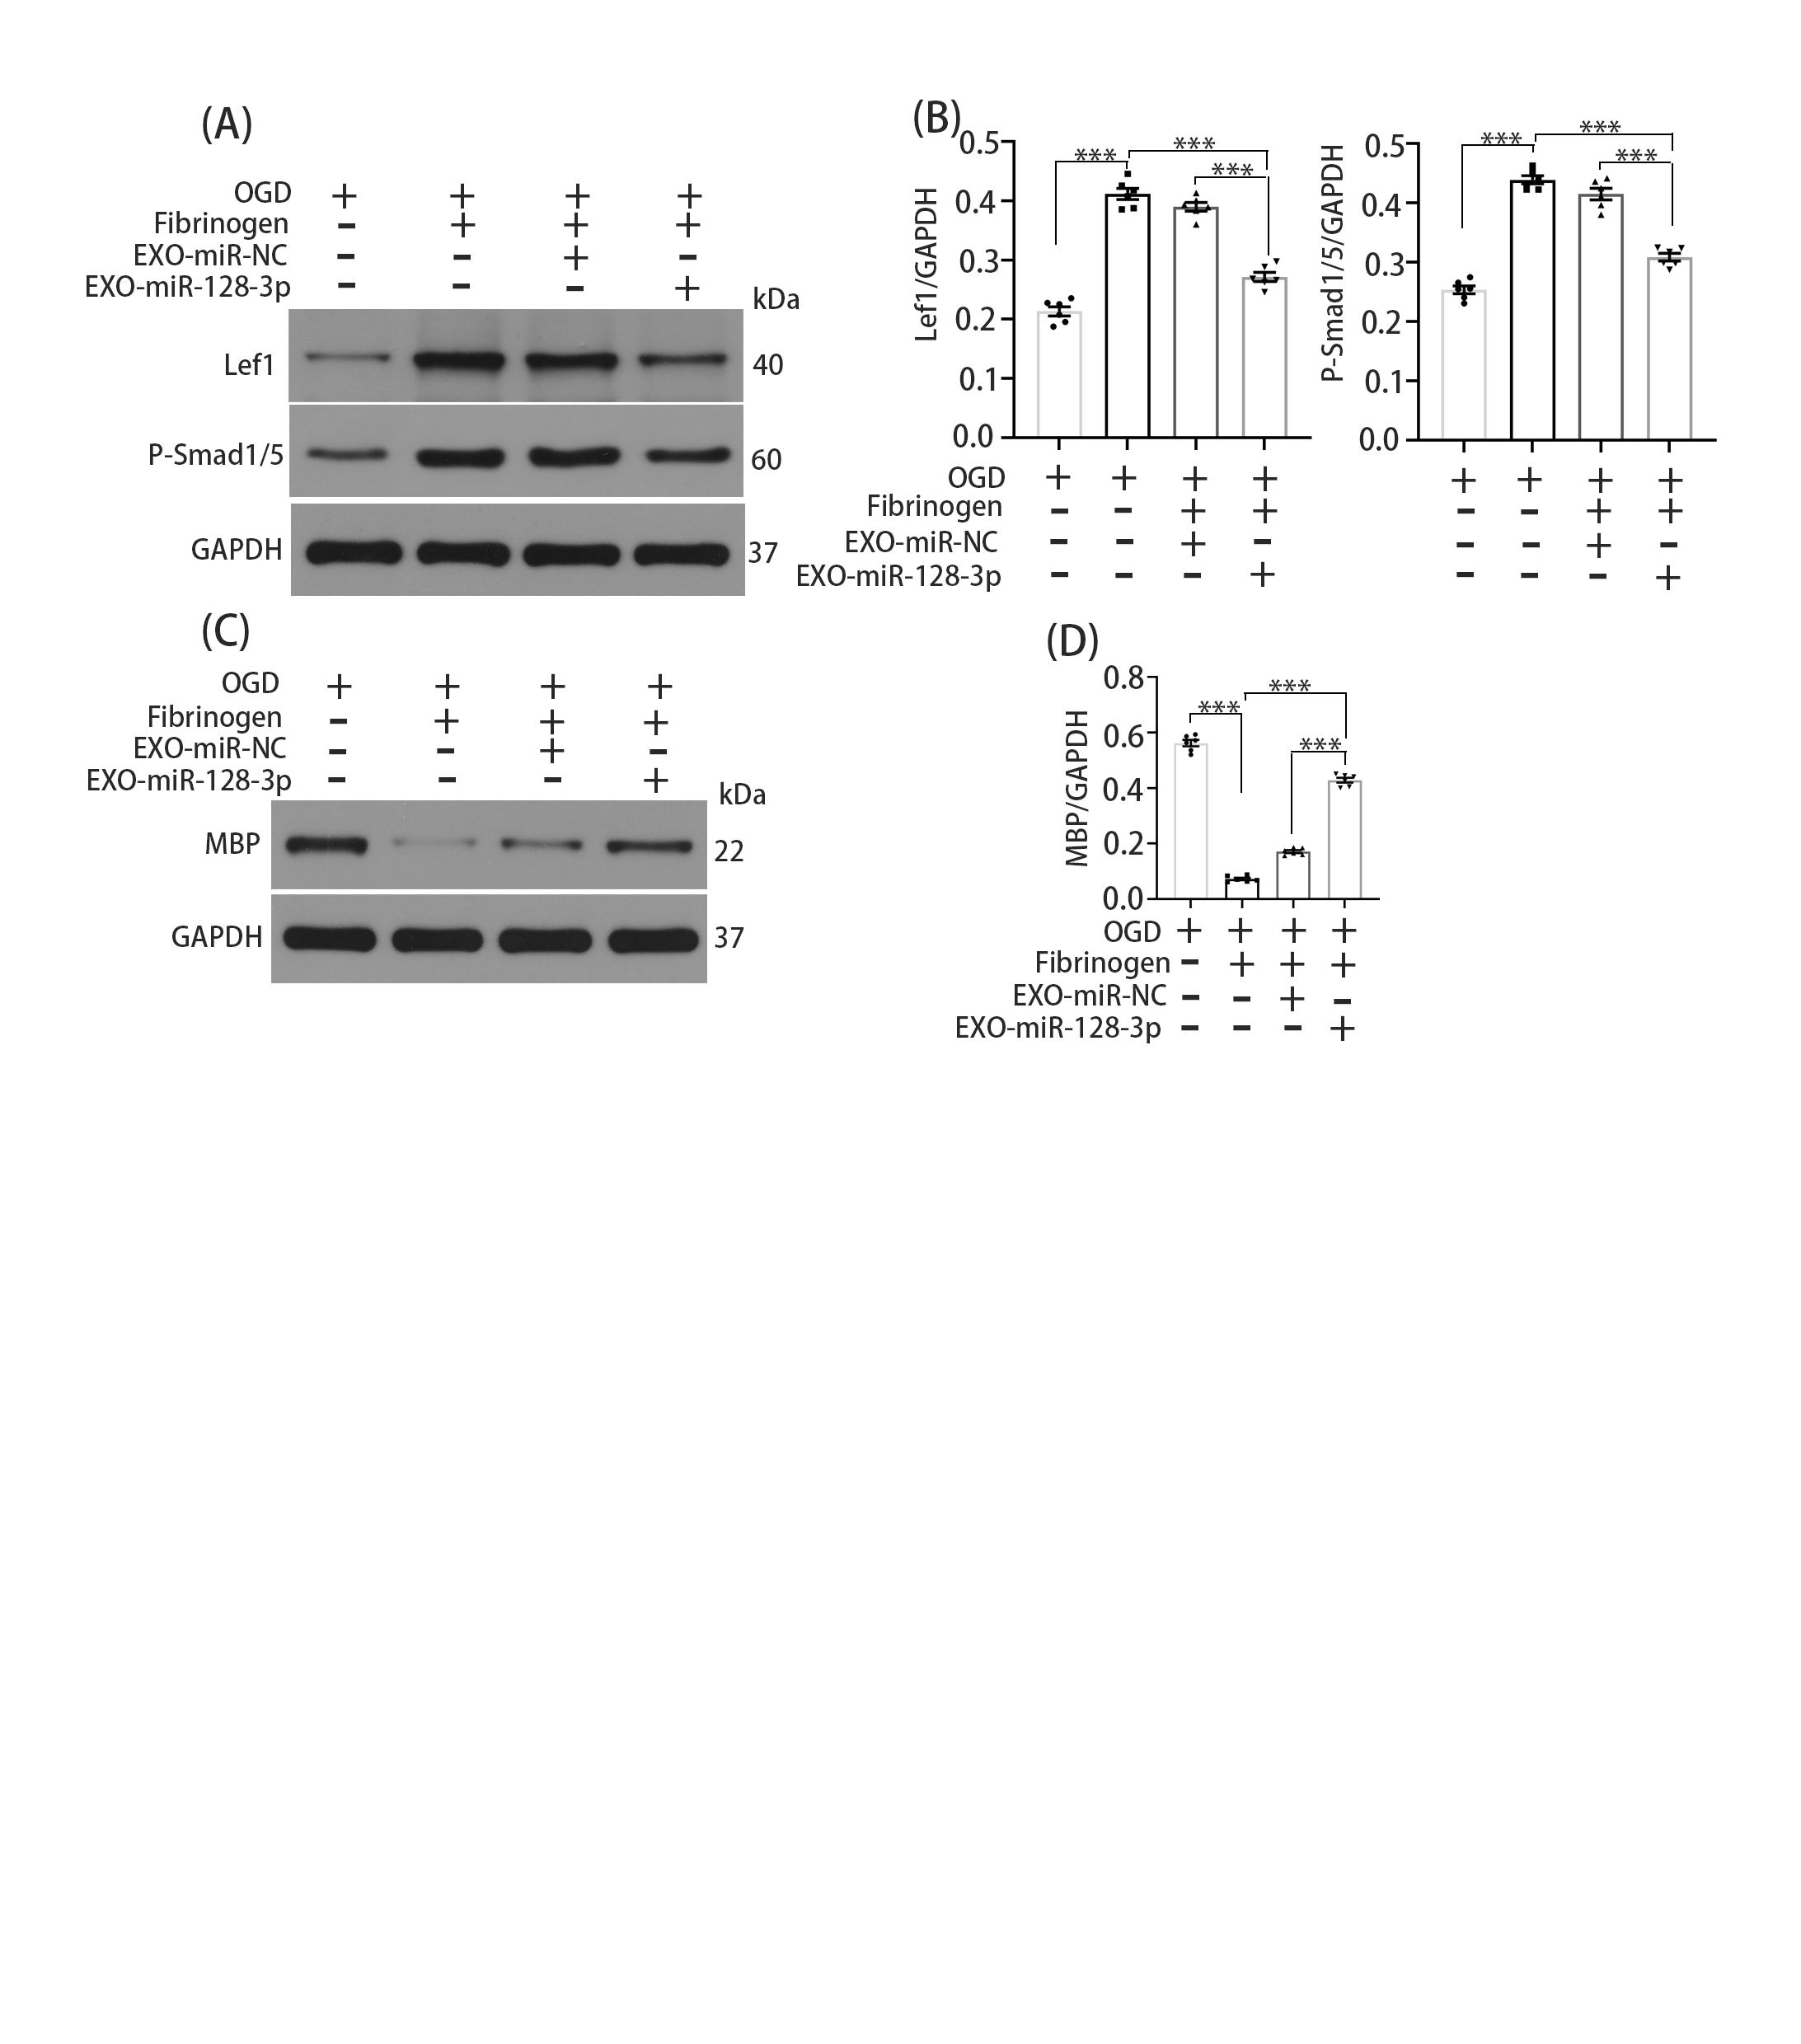

**FIGURE S3** NSC-derived exosomal miR-128-3p promotes the differentiation of OGD OPCs. (A) Immunoblot analysis for Lef1, and P-Smad1/5 in OGD OPCs. (B) Quantification of Lef1, and P-Smad1/5 expression. (C) Immunoblot analysis for MBP in OGD OPCs. (D) Quantification of MBP. N = 6 per group. Data are presented as mean ± SEM, one-way ANOVA, ****P*<0.001.

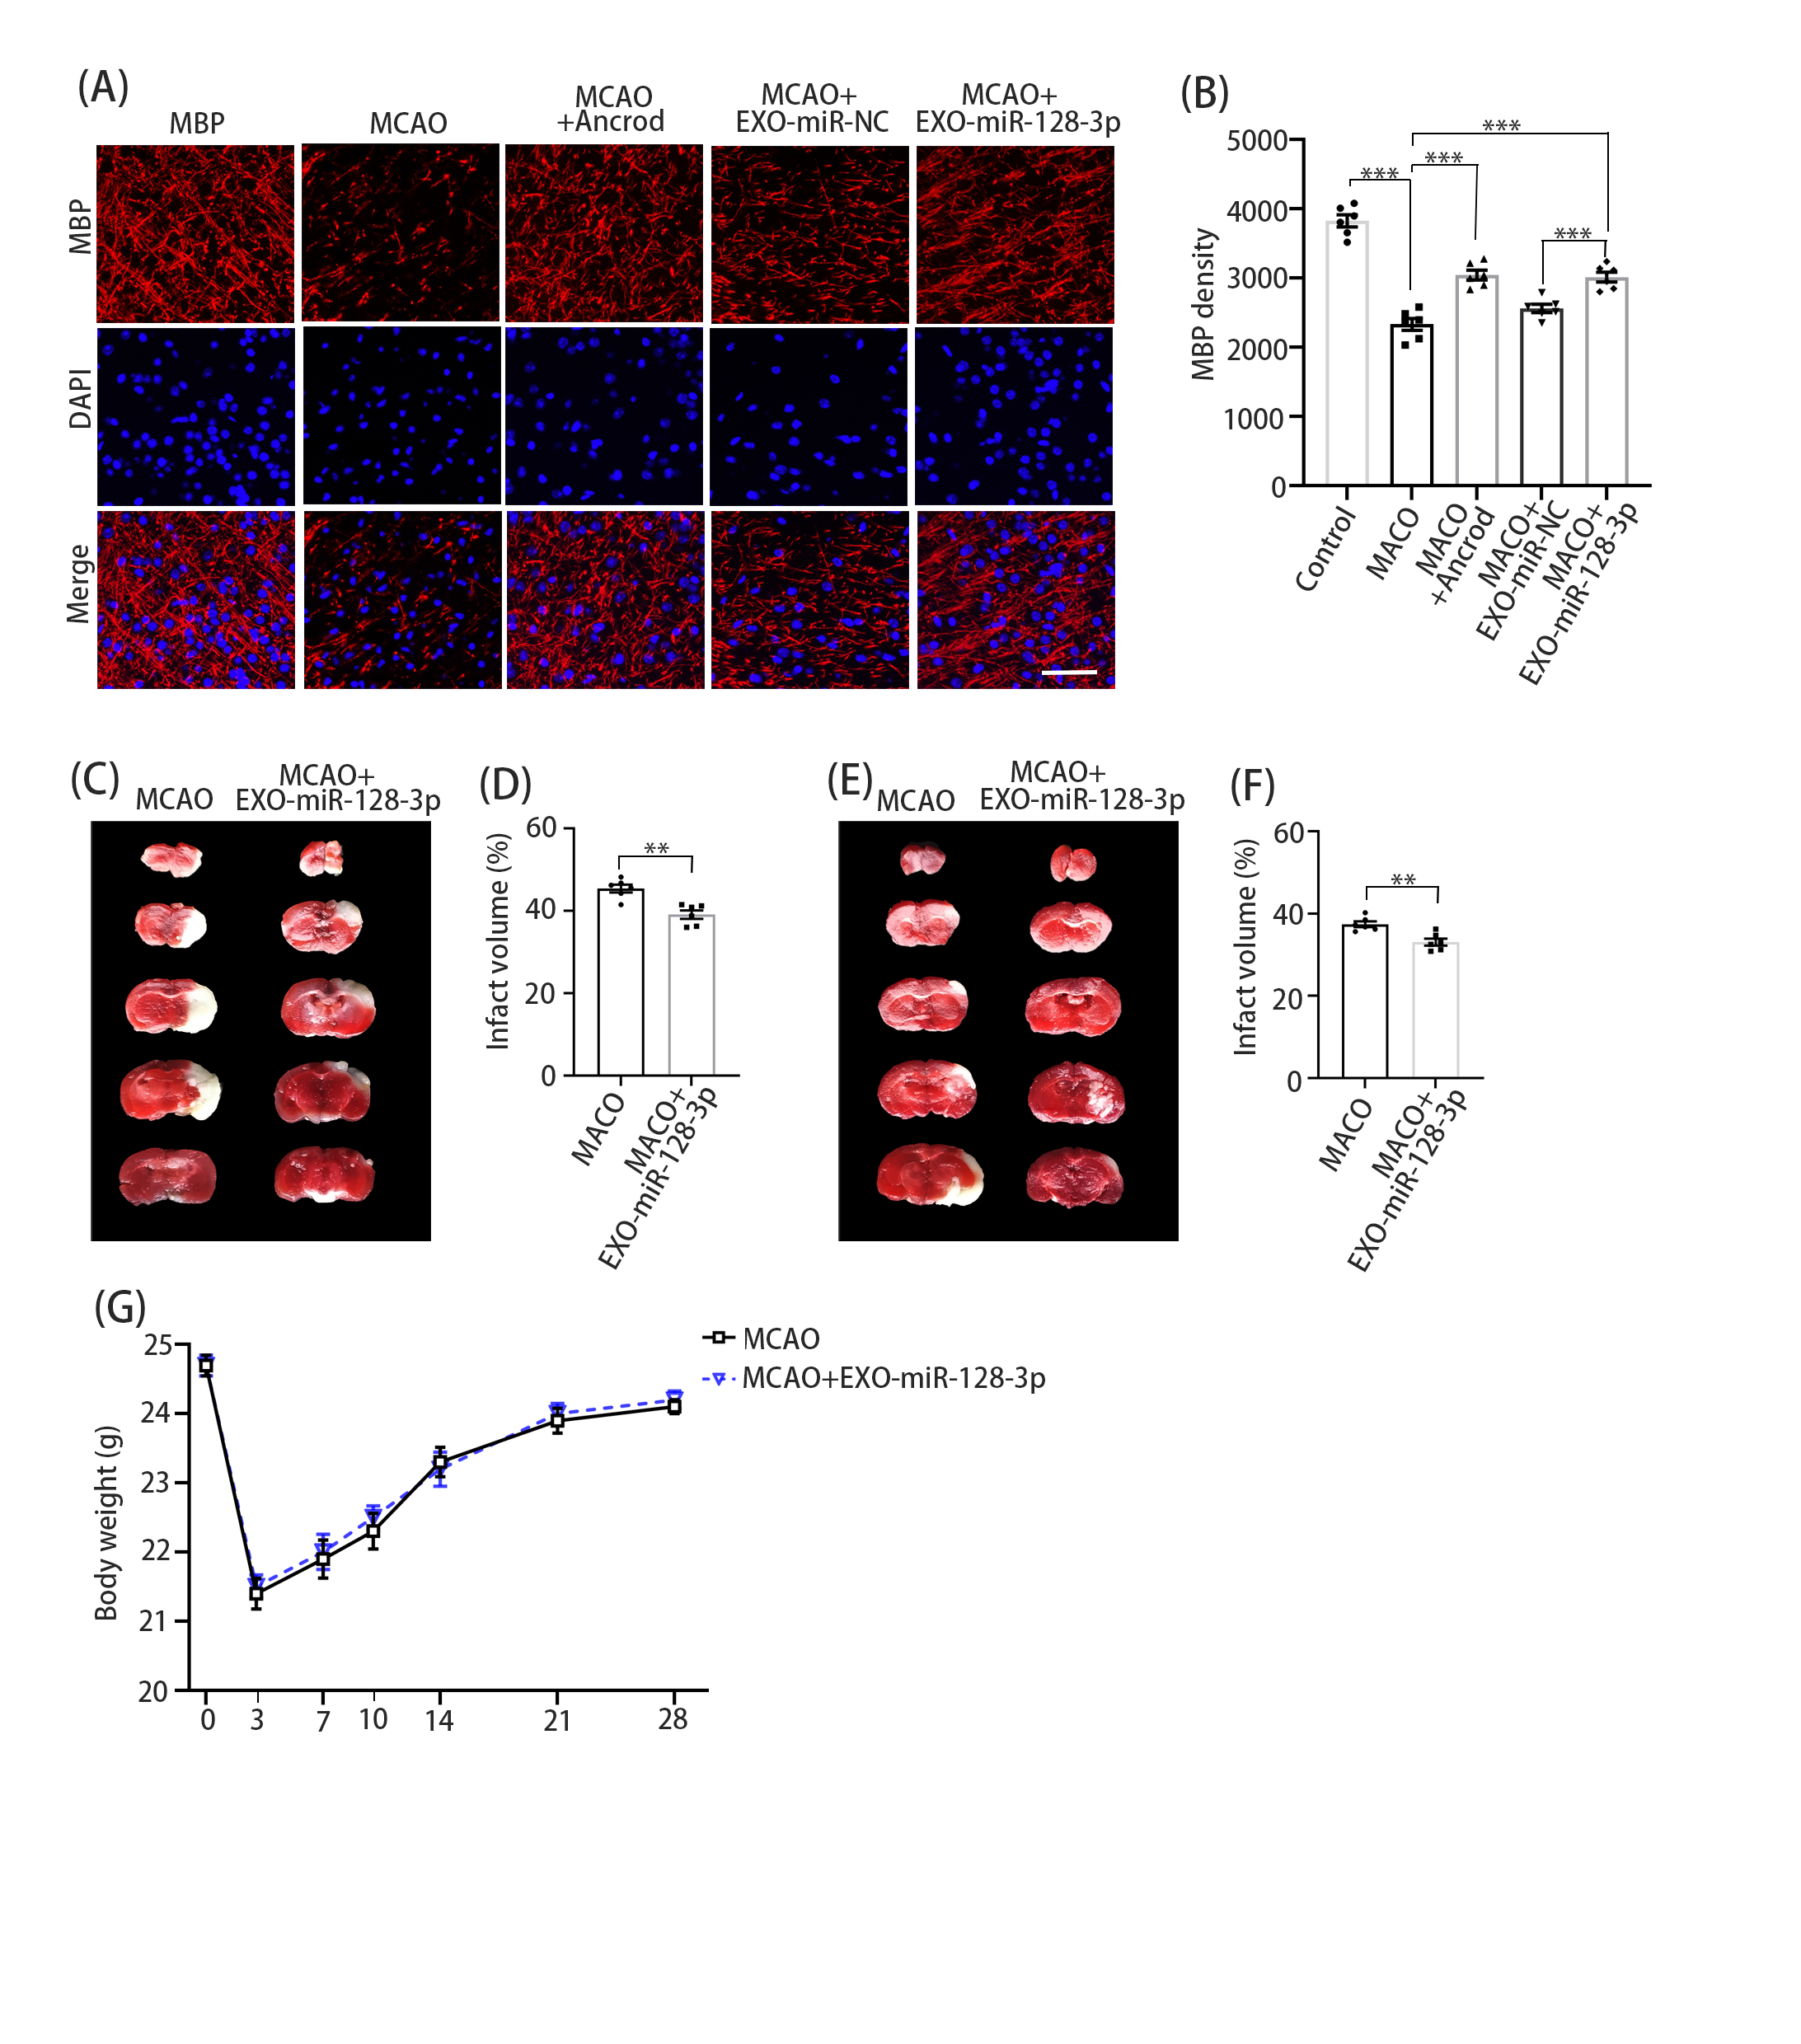

**FIGURE S4** NSC-derived exosomal miR-128-3p modulates OPC differentiation and infarct volume in MCAO. (A) MBP (red) immunostaining at 28 days in mice. Scale bar, 50 µm. (B) Quantification of MBP immunoreactivity. (C) Representative TTC-stained images at day 7 after MCAO. (D) Infarct volume at day 7. (E) Representative TTC-stained images at day 28 after MCAO. (F) Infarct volume at day 28. (G) Body weight. N = 6 mice. Data are presented as mean ± SEM, one-way ANOVA, ***P*<0.01, ****P*<0.001.

**TABLE S1** Primer pairs for quantitative real-time PCR

| Primer | Forward | Reverse |
| --- | --- | --- |
| β-actin | 5’-GAAGAGCTATGAGCTGCCTGAC-3’ | 5’-AGGTCTTTACGGATGTCAACGT-3’ |
| Lef1 | 5’-GCAGCTATCAACCAGATCC-3’ | 5’-GATGTAGGCAGCTGTCATTC-3’ |
| Id1 | 5’-TGGACGAACAGCAGGTGAAC-3’ | 5’-TCTCCACCTTGCTCACTTTGC-3’ |
| Id2 | 5’-CTCCAAGCTCAAGGAACTGG-3’ | 5’-GTGCTGCAGGATTTCCATCT-3’ |
| Id3 | 5’-TGCTACGAGGCGGTGTGCTG-3’ | 5’-AGTGAGCTCAGCTGTCTGGATCGG-3’ |
| MBP | 5’-ATGGCATCACAGAAGAGACCCTCA-3’ | 5’-GATGTAGGCAGCTGTCATTC-3’ |
| U6 | 5’-CTCGCTTCGGCAGCACAT-3’ | 5’-AACGCTTCACGAATTTGCGT-3’ |
| miR-128-3p | 5’-GGTCACAGTGAACCGGTCTCT-3’ | 5’-CTCAACTGGTGTCGTGGAGTC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

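The data analysed here are miRNA levels in 6 small RNA libraries of primary mouse cortical OPCs, 3 untreated and 3 treated with fibrinogen at 2.5 mg/mL. The mRNA measurements of the study are not analysed here. The authors filtered low-quality reads, trimmed adapters with cutadapt 1.15, removed duplicates with their own scripts, mapped the reads with Bowtie 1.1.2 and used miRDeep2 to count miRNAs of miRBase and to predict further ones. The paper names GRCm39 as the genome, and the sample labels name mm10. The authors compared the groups with edgeR 3.12.1 at a p under 0.05 and an absolute log2 fold change above 1. They name no adjustment, so this p was taken as unadjusted.

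The table holds 1506 miRNAs, 1198 known and 308 predicted, and no name appears more than once. Its values are called TPM. They are whole multiples of one step in each library, 0.0669 to 0.0841 TPM, and sum to 972508 to 1007870, so they are RPM with no correction for length. As deposited by the authors, these RPM values were made by counting the reads of each miRNA after trimming, removal of duplicates and mapping, and dividing them by a total of the library. Division by the step gave whole numbers, within 0.1, for 99.7% to 100% of the values above 0, and 11897645 to 14847034 reads for a library. A library had 937 to 1031 miRNAs above 0. A count of 0 in a library allows up to 3 reads, which is 0.201 to 0.252 TPM, and over the 3 libraries of a group up to 0.076 TPM in untreated and 0.0774 TPM in fibrinogen-treated OPCs. Such limits cover counting error only. The total of each library is dominated by few miRNAs, and predicted miRNAs took 0.466% to 0.738% of the listed reads.

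Read numbers were checked against the number of precursors. Among miRNAs with at least 20 reads in every library, 11 of 34 with 2 precursors had even read numbers in all 6 libraries, against 3 of 399 with 1 precursor (Fisher's exact test, two-sided, p = 4.04e-11), and the reads of miR-199a-3p were 2 times those of miR-199b-3p in 6 of 6 libraries. So reads are listed once for each precursor they match, at least for some miRNAs. This was looked at after the values had been seen. For miR-128-3p the recovered numbers were even in 6 of 6 libraries but lay up to 0.38 from a whole number, so they do not decide it. The level of a miRNA with several precursors can therefore be a multiple of its reads, while its fold change is not moved.

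The groups were compared on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), for the 607 miRNAs (514 known, 93 predicted) with at least 1 TPM in at least 3 libraries, and p was adjusted by the Benjamini-Hochberg method. Errors of levels are SDs over 3 libraries and errors of fold changes are standard errors of limma. Permutation tests were exact and two-sided. Where a group was at 0, a fold is a lower bound, with the reads of the 3 libraries of each group pooled, divided by the pooled total and set against 3 reads, so it is not the mean TPM over the limit above. Lists of miRNAs by cell type, family and genomic cluster were tested with limma's camera at a preset correlation of 0.01 where at least 4 members were tested, which gave 22 lists. The lists, the tests, the criteria, the alternatives of the first group below and the rule for which miRNAs are named were fixed before the data were examined. By that rule the text names miRNAs that the paper names or labels in Fig. 3F, the 10 largest rises and the 10 largest falls among called miRNAs with a mean of at least 10 TPM in a group and no overlap between groups, the 5 most abundant in each group, up to 4 of the most abundant members of each list, and 5 set miRNAs (miR-21a-5p, miR-219a-5p, miR-338-3p, miR-124-3p and miR-451a). Fewer than 10 called miRNAs met these conditions in each direction, so both were filled from the miRNAs past the study's criteria. Other names, such as miR-574-3p, novel_31, novel_182, novel_183, novel_184, novel_190, the 5p arms of miR-128 and the members of the miR-322 and miR-503 cluster, were chosen after their values were seen.

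Libraries of one group had Pearson correlations of log2(TPM + 1) across miRNAs of 0.979 to 0.989, and libraries of different groups 0.958 to 0.979. miRNAs are not independent replicates, so no test was made of these. The libraries of both groups are numbered by mouse, 1 to 3, and whether libraries with the same number share animals is not stated. The main comparison did not pair them. Deviations from the group means were correlated between untreated and fibrinogen-treated libraries. For libraries with the same number the correlations were 0.0377, 0.233 and 0.124. For libraries with different numbers they ran from -0.195 to 0.0876, so shared animals stay possible. A fit with the replicate number as a block is among the alternatives, and in it miR-128-3p had an adjusted p of 0.0768.

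The first group of alternatives held pseudocounts of 0.1 and 5, no filter, a minimum of 10 TPM, median-of-ratios scaling, quantile normalization, eBayes without trend or with a robust fit, the replicate block, each library left out in turn, and edgeR 4.0.16 (quasi-likelihood and exact tests) and DESeq2 1.42.0 on the recovered reads. For the lists, camera with an estimated correlation and fry were also run. Alternatives added after the values had been seen were a fit without predicted miRNAs, totals without the 10, 20 or 50 most abundant miRNAs, a loess correction of each library for precursor GC content over known miRNAs, edgeR without a filter, and counts without a limit on the fold change. A test of clusters of neighbouring miRNA genes, with gaps of at most 10000 bases, was also added then. Positions, host genes and GC content came from GRCm39 with its GENCODE annotation, in which 1194 of the 1198 known miRNAs had a precursor.

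The tests were tried on simulated libraries in which 200 miRNAs were changed. limma called 15 of 66 miRNAs changed 1.5-fold, 32 of 65 changed 2-fold and 54 of 61 changed 4-fold, and edgeR's quasi-likelihood test called 15 of 66, 35 of 65 and 54 of 62. limma also called 13 of 398 unchanged miRNAs and edgeR 3 of 402, in a simulation where the changes moved the RPM values of unchanged miRNAs by -0.31 on the log2 scale. Here limma was run on the RPM values with no further scaling, and edgeR with TMM scaling. Whether this made the difference between the tools was not tested. Of 2 simulated lists of 20 miRNAs, limma's camera called the one shifted by 0.5 on the log2 scale and did not call the unchanged one.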

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

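Of the tests in this part, those of predicted against known miRNAs, totals without the most abundant miRNAs and the GC correction were chosen after the result was seen, while the test of a trend with GC content and the other splits were set before.

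The paper does not discuss the miRNAs that rose, and 13 rose at an adjusted p under 0.05 (limma, n = 3 each). The 8 known ones had log2 fold changes of 1.85 for miR-671-5p, 1.33 for miR-503-5p, 1.25 for miR-351-5p, 1.12 for miR-574-3p, 1.07 for miR-322-3p, 0.82 for miR-140-3p, 0.61 for miR-181b-5p and 0.60 for miR-107-3p. The 5 predicted ones were at 0 in every untreated library, with means in fibrinogen-treated OPCs of 32.9 TPM for novel_194, 3.77 TPM for novel_182, 2.69 TPM for novel_190, 2.62 TPM for novel_183 and 1.74 TPM for novel_184. Across 23 other settings miR-671-5p passed in 21, with a log2 fold change from 1.47 (GC correction, adjusted p = 0.0153) to 2.03, and miR-107-3p and miR-181b-5p passed in 8 each. The settings in which miR-671-5p did not pass left out untreated library 2 (adjusted p = 0.0604) or fibrinogen-treated library 1 (adjusted p = 0.0512). Of 10 ways to split the 6 libraries into 3 and 3, 1 gave as many as 13 higher miRNAs, the real one, and the highest of the others was 1. As many as 4 lower miRNAs were given by 1 split, the real one, again with 1 as the highest of the others. In these counts the calls of a split in either direction were taken. At the study's criteria, as many as 16 miRNAs in 1 direction were given by 1 split, the real one. As many as 8 in 1 direction were given by 2 splits, with 8 as the highest of the others in each case. The other split at 8 had 8 higher and 3 lower. These splits are too few for a share under 0.05.

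A first pattern is that predicted miRNAs had reads in 1 group only. Of 81 predicted miRNAs with a mean of at least 1.74 TPM in a group, 8 were at 0 in all 3 libraries of the other group, against 0 of 483 known miRNAs, which restates the pattern, as this level is that of novel_184. Between libraries of the same group, 8 of 45 predicted and 0 of 382 known miRNAs with over 100 reads in one library were at 0 in another, as novel_150 was (Fisher's exact test, two-sided, p = 8.4e-09). This is consistent with reads of a predicted miRNA being listed only for libraries in which the prediction found its hairpin, so the rises of novel_194 and its like, and the falls of novel_8, novel_78 and novel_31, may come from that step. A true change with fibrinogen in these miRNAs stays open, since the reads themselves were not used here.

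A second pattern is that more miRNAs were higher than lower, 122 against 34 at an unadjusted p under 0.05. Across 514 known miRNAs, which are not independent replicates, the log2 fold change rose with the GC content of the precursor (Spearman rho = 0.388, Pearson r = 0.349, permutation p = 1e-05, the smallest that 100000 permutations can give). Read for single libraries relative to the others, the trend had a rho of -0.374 to -0.0894 in the untreated libraries and 0.239 to 0.333 in the fibrinogen-treated libraries. The opposite signs of the groups restate the trend of the fold changes, while the 3 libraries of each group had the same sign. A GC bias that differs between the groups may contribute to the imbalance. How far it does was not decided, since the GC correction (57 higher and 70 lower, known miRNAs only) and median-of-ratios scaling, which has no GC term (73 and 70), both centre the values. With totals taken without the 10, 20 or 50 most abundant miRNAs, 73.5%, 61.3% and 57.4% of these miRNAs were higher, so scaling to totals ruled by a few miRNAs stays open, as does a biological difference between the groups in miRNAs of GC-rich precursors.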

How the results depend on the processing

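The settings without predicted miRNAs, with totals without the most abundant miRNAs, with the GC correction, with edgeR unfiltered and without a fold limit were chosen after the results were seen, and the others were set before.

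miR-128-3p was lower in all 23 other settings, from -0.79 to -0.36, and miR-342-3p was lower and miR-324-3p higher in all 23, from -1.09 to -0.64 and from 0.42 to 0.94. miR-128-3p no longer passed without a filter (-0.49, adjusted p = 0.128, with more miRNAs tested), without trend (-0.49, adjusted p = 0.117), with the replicate number as a block (-0.49, adjusted p = 0.0768), and with totals without the 10, 20 or 50 most abundant miRNAs (-0.50, -0.57 and -0.60, adjusted p = 0.078, 0.0607 and 0.0536). It passed in none of the 6 fits with fewer libraries (-0.55 to -0.43, adjusted p 0.0507 to 0.181). miR-342-3p passed with edgeR's exact test (-0.94, adjusted p = 0.0197) and DESeq2 (-0.94, adjusted p = 0.00168), and without fibrinogen-treated library 3 (-1.09, adjusted p = 0.0446). With one library left out it ran from -1.09 to -0.64, and over all its settings adjusted p ran from 0.00168 to 0.256. Except for fewer libraries or more miRNAs tested, the cause was not tested.

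The 13 miRNAs higher at an adjusted p under 0.05 became 8 without a filter, 7 at a minimum of 10 TPM, 8 with edgeR's quasi-likelihood test (6 unfiltered), 31 with DESeq2, 9 without predicted miRNAs and 1 with the GC correction, which is also without predicted miRNAs. They became 6, 4 and 39 without untreated library 1, 2 or 3, and 0, 1 and 1 without fibrinogen-treated library 1, 2 or 3. These fits kept the minimum of 1 TPM in at least 3 libraries. The predicted miRNAs among the 13 higher were therefore not tested without any 1 fibrinogen-treated library. Those among the 4 lower were not tested without any 1 untreated library. This also bears on the counts at the study's criteria below. The 4 lower became 10 with edgeR's exact test, 35 with DESeq2 and 1 without predicted miRNAs, both before and after the GC correction, and 0 to 6 with one library left out (0 without untreated library 1 or 2). The 16 higher at the study's criteria became 25 and 7 with pseudocounts of 0.1 and 5, 10 at a minimum of 10 TPM, 10 without predicted miRNAs and 6 with the GC correction added to that, 32 and 29 with edgeR's quasi-likelihood and exact tests unfiltered, and 8 (without fibrinogen-treated library 3) to 35 (without untreated library 3) with one library left out. The 8 lower became 5 with a pseudocount of 5, 5 at a minimum of 10 TPM, 4 without predicted miRNAs and 5 with the GC correction added to that, 22 and 18 with the unfiltered edgeR tests, and 3 (without untreated library 2) to 8 with one library left out, with 5 and 4 without untreated library 1 and 3. With the limit on the fold change dropped, higher and lower were 122 and 34 with limma, 73 and 70 with median-of-ratios scaling, 76 and 67 with quantile normalization, 57 and 70 with the GC correction (known miRNAs only), 69 and 73 with edgeR's quasi-likelihood test (82 and 78 unfiltered), 48 and 59 with its exact test (62 and 53 unfiltered), and 62 and 69 with DESeq2. With the replicate block, 11 were higher and 4 lower at an adjusted p under 0.05, and 17 and 11 at the study's criteria. Beyond the filters, fold limits and numbers of libraries themselves, the cause was not tested.

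From 0 lists, the count became 4 without a filter, 1 with each of median-of-ratios scaling, quantile normalization, the replicate block, fry, no predicted miRNAs, totals without the 20 or 50 most abundant miRNAs and the GC correction, and 0 to 2 with one library left out. The miR-29 family passed most often, at adjusted p = 0.036 with median-of-ratios scaling and 0.0472 with the block, but at 0.892 with an estimated correlation. Of the values of single miRNAs the text could name, 2311 kept their direction or stayed without a call, 69 lost and 29 gained a call, and none changed direction with a call. Without a call, 123 values of single miRNAs and 40 list directions changed sign. Summing of repeated names was not run, since no name is repeated, and miR-344g-5p, below the filter, gave no value. At 11897645 or more reads for a library, rare miRNAs such as this one limit what can be seen, and 3 libraries in each group limit the rest.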

Differences from the paper's values

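No difference below rests on a test chosen after the result, except the counts without a fold limit and the GC correction, which were chosen after the values were seen.

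The paper reports 66 upregulated and 70 downregulated miRNAs, against 16 higher and 8 lower here at the criteria the paper states, a p under 0.05, taken as unadjusted, and an absolute log2 fold change above 1. Both numbers differ from the paper's by more than 1.5 times under limma and under each of the 18 alternatives set before the data were examined, which gave 7 to 35 higher and 3 to 11 lower. With no limit on the fold change, which was tried after the values were seen, 8 settings came within 1.5 times of both numbers. Of 17 miRNAs that the paper names or labels, these settings, all chosen after the values were seen, drop between 2 and 6. They were median-of-ratios scaling (73 and 70, dropping 2 of the 17), quantile normalization (76 and 67, dropping 5), edgeR's quasi-likelihood test (69 and 73, dropping 2), the same without a filter (82 and 78, dropping 3), edgeR's exact test (48 and 59, dropping 5), the same without a filter (62 and 53, dropping 6), DESeq2 (62 and 69, dropping 6) and the GC correction (57 and 70, dropping 6). The last covers known miRNAs only, so novel_78 and novel_9 are among its 6 without having been tested, and its counts leave out predicted miRNAs. The 17 also include miR-344g-5p and miR-6951-5p, which were below the level tested with limma. These are the 2 that median-of-ratios scaling drops, so every labelled miRNA tested in that setting was called. The paper predicts miR-344g-5p to target ACVR1, and its text states no change in it. limma with no limit on the fold change gave 122 and 34, dropping 5.

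The paper states that miR-128-3p and miR-342-3p were downregulated, and gives these criteria for a difference. Both were lower here, but their log2 fold changes of -0.49 and -0.83 do not reach the paper's limit. miR-128-3p passed the limit in none of the 23 other settings. miR-342-3p passed it without fibrinogen-treated library 3 (-1.09) and, in a setting chosen after the values were seen, with the GC correction (-1.09). Of the other miRNAs labelled in Fig. 3F, novel_78 passed both criteria here, and miR-3066-5p passed them with edgeR's quasi-likelihood and exact tests and with DESeq2 (-1.02 in each) but not with limma (-0.60).

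Fig. 3F labels miR-324-3p where the text names miR-342-3p. The figure shows its labelled miRNAs in the comparison of fibrinogen-treated with untreated OPCs, and miR-324-3p was higher here, with a log2 fold change of 0.78 and from 0.42 to 0.94 in the other settings.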

Other observations

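In this part, the test of the X-linked cluster and the tests of neuron-enriched miRNAs and of scaling for miR-128-3p were chosen after the result was seen, and the test of the 5p arms and the lists were set before.

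A cluster of 7 miRNA genes on the X chromosome, from 52136874 to 52143226 on GRCm39, encodes miR-322, miR-503, miR-351, miR-542 and miR-450. All 10 of its tested miRNAs had log2 fold changes above 0, from 0.03 to 1.33 with a median of 0.74, and miR-503-5p, miR-351-5p and miR-322-3p passed. The most abundant member, miR-322-5p, had 220 ± 46.4 TPM in untreated and 345 ± 19.2 TPM in fibrinogen-treated OPCs (log2 fold change 0.67, adjusted p = 0.0836 from limma). Among 18 clusters tested with camera, this was the only one at an adjusted p under 0.05 (0.00251 with the preset correlation), and adjusted p = 0.873 with an estimated correlation. In the other settings with the preset correlation it ran from 2.91e-05 to 0.0118. miR-322 and miR-503 are known to restrain the cell cycle, and the growth of these cultures was not measured in the data used here.

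Markers of other cell types were listed as well, since the cultures come from brain tissue and fibrinogen is a plasma protein. Of 8 miRNAs of red blood cells and plasma, none passed over all miRNAs and 2 were lower adjusted over the list alone (list adjusted p = 0.127, 0.0223 without untreated library 3 and 0.892 with an estimated correlation), with miR-451a at 288, 428 and 107 TPM in the untreated and 116, 96.4 and 112 TPM in the fibrinogen-treated libraries. Of 7 epithelial miRNAs, 4 were higher adjusted over the list alone and none over all miRNAs (list adjusted p = 0.373, 0.048 without fibrinogen-treated library 1 and 0.969 with an estimated correlation), with miR-200a-3p at 124, 21.5 and 43.5 TPM in the untreated and 96.4, 442 and 263 TPM in the fibrinogen-treated libraries. No member passed in the lists of vessel (adjusted p = 0.768), mesenchymal (0.585) or muscle (0.922) miRNAs, of hypoxia and p53 (0.954), let-7 3p arms (0.428), the miR-17-92 family (0.954), the Dlk1-Dio3 cluster (0.633), the Sfmbt2 cluster (0.633), miR-30 (0.942), miR-221 and miR-222 (0.942), the miR-23, miR-27 and miR-24 clusters (0.768), miR-7 (0.127) or miR-344 (0.399). miR-21a-5p, whose maturation BMP signaling is known to raise, had 3489 ± 523 TPM in untreated and 2792 ± 558 TPM in fibrinogen-treated OPCs (log2 fold change -0.33, adjusted p = 0.279). Its groups overlapped, with 3194, 3180 and 4092 TPM in the untreated and 3356, 2780 and 2240 TPM in the fibrinogen-treated libraries. The other arm, miR-21a-3p, had a log2 fold change of -1.11, which was -0.55 without untreated library 3 (adjusted p = 0.184 and 0.14), and passed with DESeq2 alone (-1.91, adjusted p = 0.0412). Some miRNAs stand in more than one list, such as miR-146a-5p for OL differentiation and immune cells and miR-223-3p for blood and immune cells. Members of a list can also vary together, so counts over a list alone are not counts of separate markers. The 2 lower miRNAs of the blood list, miR-144-3p and miR-144-5p, share the precursor Mir144. For miR-200a-3p, miR-200b-3p and miR-429-3p, untreated library 1 and fibrinogen-treated library 2 were each the highest of their group.

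The last pattern weighed is the lower level of miR-128-3p itself, with a log2 fold change of -0.49 (standard error 0.093). Fewer neurons in the treated cultures would lower all neuron-enriched miRNAs by about as much, but the 18 tested besides the arms of miR-128, of which Fig. 3F labels the pair miR-137-3p and miR-218-5p, had a median of 0.0883 (95% bootstrap interval -0.198 to 0.229, SD 0.283), with 10 above and 8 below 0, from -0.42 for miR-153-3p, -0.31 for miR-137-3p and -0.25 for miR-218-5p, and the abundant miR-124-3p had -0.04. The interval resamples miRNAs and not libraries, and some of the 18 share a precursor or a cluster, so it may be too narrow. Scaling to totals ruled by a few miRNAs does not account for it, since the value nearest to 0 under median-of-ratios, quantile and TMM scaling was -0.364, over 2 standard errors from 0. Less precursor was predicted to lower the 5p arms too, but these had log2 fold changes of 0.67 and 0.894 (0.45 and 0.552 with the GC correction), though neither passed after adjustment. The arms had means of only 6.09 to 16.8 TPM, beside 45234 TPM or more of miR-128-3p. The precursor itself was not measured, so these rare arms cannot decide whether it fell. What stays open is a change with fibrinogen in the OPCs, less precursor, and fewer neurons as a part of the fall. Shifts in other cell types, which were not weighed against this fall, also stay open. So do technical differences between the groups, and chance in these data, with 3 libraries in each group. Separately from these libraries, the paper reports by qRT-PCR that miR-128-3p was lower in fibrinogen-treated OPCs.

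The 3′ UTR of the canonical Acvr1 transcript is 1105 bases long and holds 2 matches to the miR-128-3p seed, against a mean of 0.249 in 1000 shuffles of its single bases. Such shuffles do not keep which bases stand side by side, so they give only a rough expectation. One spans chromosome 2 from 58337353 to 58337358 and the other from 58337089 to 58337094 on GRCm39, both on the minus strand, and both extend to 7 bases. The reverse primer that the paper lists for MBP, GATGTAGGCAGCTGTCATTC, is the same sequence as its reverse primer for Lef1, and its exact matches among annotated mouse transcripts were in 1 gene, Lef1. The listed Id1 forward primer had an exact match in 0 genes.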
